# Hdac6 regulates Tip60-p400 function in stem cells

**DOI:** 10.7554/eLife.01557

**Published:** 2013-12-03

**Authors:** Poshen B Chen, Jui-Hung Hung, Taylor L Hickman, Andrew H Coles, James F Carey, Zhiping Weng, Feixia Chu, Thomas G Fazzio

**Keywords:** chromatin, stem cells, Tip60, Kat5, Hdac6, Human, Mouse

## Abstract

In embryonic stem cells (ESCs), the Tip60 histone acetyltransferase activates genes required for proliferation and silences genes that promote differentiation. Here we show that the class II histone deacetylase Hdac6 co-purifies with Tip60-p400 complex from ESCs. Hdac6 is necessary for regulation of most Tip60-p400 target genes, particularly those repressed by the complex. Unlike differentiated cells, where Hdac6 is mainly cytoplasmic, Hdac6 is largely nuclear in ESCs, neural stem cells (NSCs), and some cancer cell lines, and interacts with Tip60-p400 in each. Hdac6 localizes to promoters bound by Tip60-p400 in ESCs, binding downstream of transcription start sites. Surprisingly, Hdac6 does not appear to deacetylate histones, but rather is required for Tip60-p400 binding to many of its target genes. Finally, we find that, like canonical subunits of Tip60-p400, Hdac6 is necessary for robust ESC differentiation. These data suggest that Hdac6 plays a major role in the modulation of Tip60-p400 function in stem cells.

**DOI:** http://dx.doi.org/10.7554/eLife.01557.001

## eLife digest

Embryonic stem cells are cells that are able to transform into many other types of cells, such as blood cells and skin cells, as well as being able to divide in order to produce more stem cells. Mature cells lack this ability, which is called pluripotency, which is why there is so much interest in using embryonic stem cells to replace or regenerate human cells that have been lost or damaged through injury or illness.

The various processes that result in self-renewal (the production of new stem cells) or differentiation (the production of other types of cells) are controlled by a wide variety of pathways, including some that only apply to the regulation of gene expression in stem cells. A number of these processes are known to involve chromatin – the densely packed structure formed by DNA and proteins called histones.

Now Chen et al. study the means by which chromatin controls the stem cell fates by examining how a large enzyme called Tip60-p400 that interacts with histones – one of the main components of chromatin – in both mature cells and embryonic stem cells. Tip60-p400 is known to switch on genes that cause stem cells to undergo self-renewal, and to switch off the genes that allow stem cells to transform into other cell types, but the molecular mechanisms responsible for these effects have not yet been identified.

Chen et al. studied the activity of Tip60-p400 in mouse embryonic stem cells, and found that another enzyme, Hdac6, had to be present for Tip60-p400 to regulate the genes in the stem cells. Hdac6 is mostly found in the cytoplasm of cells that have differentiated into other cell types, and in the nucleus of stem cells, which is where the DNA resides. In cells from mice that lack Hdac6, Chen et al. also found that stem cells fail to replicate *or* differentiate properly in culture, underscoring the importance of this particular enzyme, and filling in another piece of the puzzle of stem cell biology.

**DOI:** http://dx.doi.org/10.7554/eLife.01557.002

## Introduction

ESC self-renewal and differentiation are controlled by multiple pathways: exogenous factors that act through well-defined signaling pathways that are also employed in adult cells, and a network of nuclear factors that regulate the ESC transcriptome (Hanna et al., 2010). Regulators of gene expression can be further sub-divided into (i) sequence-specific transcription factors, including ESC-specific master regulators, (ii) non-coding RNAs that act both in cis and in trans to regulate specific subsets of genes, and (iii) chromatin regulatory complexes, most of which are expressed in multiple cell and tissue types, and often act very broadly in the genome to covalently modify histones, remodel nucleosomes, or modify higher-order chromatin folding (Hanna et al., 2010; Young, 2011). A number of chromatin regulators have been identified from RNA-interference screens or traditional knockout studies that are important for various features of ESC identity. However, for most chromatin regulatory complexes, several key questions remain, including how they find their genomic targets, how their catalytic activities lead to alteration of gene expression, and how the activities of these factors are altered to facilitate differentiation.

In mammals, several chromatin remodeling complexes are modular, with distinct forms expressed in different cell or tissue types, or sometimes within the same cells (Wang et al., 1996; Ho et al., 2009; Ramírez and Hagman, 2009; Fazzio and Panning, 2010; Hanna et al., 2010). For example, the mammalian SWI/SNF-family complex BAF (Brg1/Brahma Associated Factor) consists of several related complexes with many shared subunits, plus a few subunits that are specific to each particular cell type. In particular, when neural progenitors differentiate into neurons in mouse, two BAF subunits are replaced with two paralogous subunits that shift BAF from a factor promoting self-renewal to one that promotes differentiation (Lessard et al., 2007; Yoo et al., 2009; Hanna et al., 2010; Young, 2011). Another unique combination of subunits, different from those observed in differentiated cells, comprises BAF complex from ESCs (esBAF) (Ho et al., 2009). Similarly, multiple forms of PRC1 (Polycomb Repressive Complex 1) have been purified from human and mouse cells that each contain the Ring1a/b ubiquitin ligase, but have different arrays of accessory proteins that confer distinct target specificity and activities (Gao et al., 2012; Tavares et al., 2012).

Tip60-p400 has been purified from cancer cell lines as a 17 subunit chromatin remodeling complex with two chromatin remodeling activities: the Tip60 (also known as Kat5) subunit acetylates the N-terminal tails of histones H2A, H4, and a number of transcription factors, while the p400 subunit mediates exchange of H2A–H2B dimers for H2AZ–H2B dimers within nucleosomes (Doyon et al., 2004; Cai et al., 2005; Squatrito et al., 2006). In somatic cells, Tip60-p400 serves mainly as a transcriptional co-activator that functions with numerous sequence-specific transcription factors to activate gene expression (Brady et al., 1999; Baek et al., 2002; Frank et al., 2003; Legube et al., 2004). In contrast, while Tip60-p400 promotes expression of some genes required for cellular proliferation and cell cycle regulation in ESCs, its most prominent function is to silence genes that are active during differentiation (Fazzio et al., 2008a, 2008b). RNAi-mediated knockdown (KD) of several Tip60-p400 subunits in ESCs individually induces a phenotype in which differentiation and ESC markers are expressed simultaneously, proliferation is reduced, the cell cycle is altered, and cells exhibit diminished self-renewal and pluripotency (Fazzio et al., 2008a). Consistent with these phenotypes, mice homozygous for a *Tip60* deletion allele die at the pre-implantation stage (Hu et al., 2009). It remains unknown why Tip60-p400 functions mainly as a repressor of differentiation gene expression in ESCs rather than an activator of expressed genes, as it does in most cell types examined.

Similarly, treatment of ESCs with Trichostatin A (TSA), a drug that broadly inhibits class I and II HDACs and results in elevated acetylation of most lysines targeted by HATs, promotes morphological changes similar to those observed upon KD of Tip60-p400 subunits (McCool et al., 2007; Karantzal et al., 2008). Therefore, maintenance of proper levels of histone acetylation appears to be essential to perpetuate the pluripotent state, as neither significant increases nor decreases in histone acetylation appear to be compatible with ESC self-renewal. However, TSA also inhibits several HDAC family members known to target acetylated lysines on non-histone proteins, leaving open the possibility that these targets play an equal or greater role in maintenance of ESC self-renewal. Furthermore, deletion or KD of several individual HDACs in ESCs produces phenotypes that differ substantially from those of Tip60-p400 subunits (McBurney et al., 2003; Dovey et al., 2010), suggesting that different HDACs perform different functions in ESC self-renewal.

In this study, we interrogate the composition of Tip60-p400 complex in mouse ESCs in order to identify unique interacting proteins that might account for its altered functional repertoire in this cell type. We find that the class II histone deacetylase (HDAC), Hdac6, is a stable interaction partner with Tip60-p400 in ESCs, but not mouse embryo fibroblasts (MEFs). Subsequent analyses revealed that Hdac6 also interacts with Tip60-p400 in adult neural stem cells from the brain and some cancer cell lines, but is sequestered away from Tip60-p400 in the cytoplasm of most differentiated cell types, as previously reported (Verdel et al., 2000; Hubbert et al., 2002; Kawaguchi et al., 2003; Valenzuela-Fernández et al., 2008). We show that Hdac6 is necessary for regulation of most Tip60-target genes in ESCs, particularly differentiation genes repressed by Tip60-p400 in ESCs. Surprisingly, while its deacetylase domains are required for silencing of differentiation genes, Hdac6 does not regulate gene expression by deacetylating histones near the promoters of Tip60-p400 targets. Instead, the catalytic domains of Hdac6 are required for its interaction with Tip60-p400. Furthermore, we find that Hdac6 is necessary for normal Tip60-p400 enrichment at its gene targets, just downstream of their transcription start sites (TSSs), suggesting that Hdac6 helps recruit Tip60-p400 complex to many target gene promoters. Finally, we show that Hdac6 is necessary for several major functions of Tip60-p400 in ESCs, as both *Tip60-* and *Hdac6*-deficient ESCs have defects in formation of single colonies, reduced proliferation rates, and defects in differentiation. However, unlike *Tip60* KD, *Hdac6* KD does not prevent ESC self-renewal. Thus, Hdac6 is a component of a novel, stem cell-specific, form of Tip60-p400 complex that is necessary for gene regulation and normal differentiation in ESCs.

## Results

### A class II HDAC, Hdac6, co-purifies with Tip60-p400 complex in ESCs and NSCs

Tip60-p400 complex has roles in both activation and repression of transcription in most cell types where it has been examined. However, in ESCs, Tip60-p400 is required for repression of many more genes than it activates, raising the possibility that a unique form of Tip60-p400 complex that might be expressed in ESCs that shifts the balance of its activity toward a more repressive role. To test this possibility, we targeted a 36 amino acid 6-histidine-3-FLAG (H3F) tag to the C-terminus of one copy of the endogenous *Tip60* gene in murine ESCs (Figure 1—figure supplement 1), performed double affinity purifications from tagged or untagged cells (Figure 1A), and identified proteins that co-purified with Tip60 using LC-MS/MS (Table 1). By this approach, we identified 16 of 17 known subunits (Ikura et al., 2000; Cai et al., 2003, 2005; Doyon et al., 2004; Altaf et al., 2009) of Tip60-p400, suggesting that expression of the tagged form of Tip60 from its endogenous locus allowed for normal complex formation. Furthermore, we observed a number of novel Tip60-p400-interacting proteins, including chromatin regulatory proteins and transcription factors. To test for cell type specificity of Tip60-p400 complexes we generated a knock-in mouse harboring *Tip60-H3F*, isolated embryonic fibroblasts and repeated the purification. We observed several bands within Tip60 purifications from ESCs that were not observed in purifications from *Tip60-H3F* MEFs or untagged cells (Figure 1A), consistent with the possibility that ESCs express a distinct form of Tip60-p400 complex.

**Figure 1.**
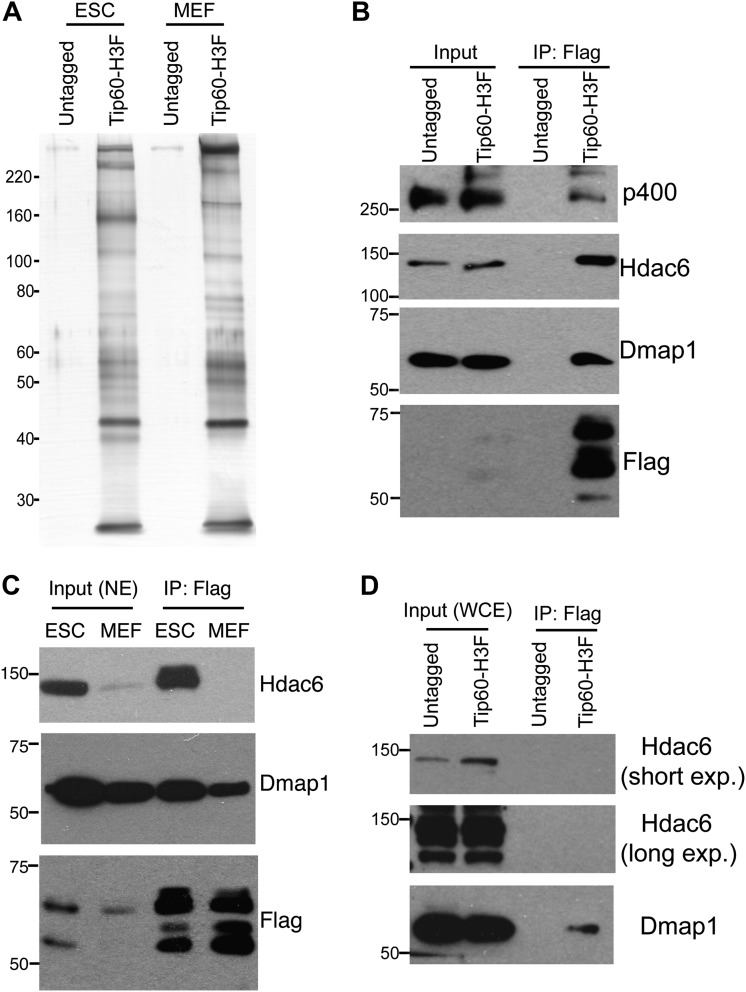
Identification of Tip60-p400-interacting proteins in ESCs. (**A**) Silver stained gel of purified Tip60 complex from Tip60-H3F ESCs and MEFs, along with untagged control cells. (**B**) Validation of Hdac6 interaction. Western blots for Hdac6, p400, and Dmap1 following immunoprecipitation with anti-FLAG antibody from nuclear extracts derived from the indicated ESC lines. (**C**) Tip60 complexes purified from Tip60-H3F ESC and MEF nuclear extracts were subjected to Western blotting for Hdac6, Dmap1, and FLAG. (**D**) Tip60-H3F was immunoprecipitated from MEF whole cell extracts as above and blotted for the indicated proteins. **DOI:** http://dx.doi.org/10.7554/eLife.01557.003

**Figure 1—figure supplement 1.**
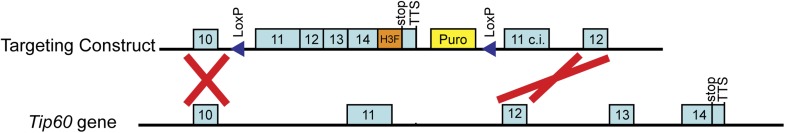
Targeting of H3F tag to C-terminus of endogenous *Tip60* gene. Shown are the 3' end of the *Tip60* gene plus downstream sequence (below) and the targeting construct for introducing the C-terminal tandem 6-His-3-FLAG (H3F) tag (above). The counter-selection cassette within the targeting construct is omitted for brevity. See ‘Materials and methods’ for details of ESC targeting. **DOI:** http://dx.doi.org/10.7554/eLife.01557.004

**Figure 1—figure supplement 2.**
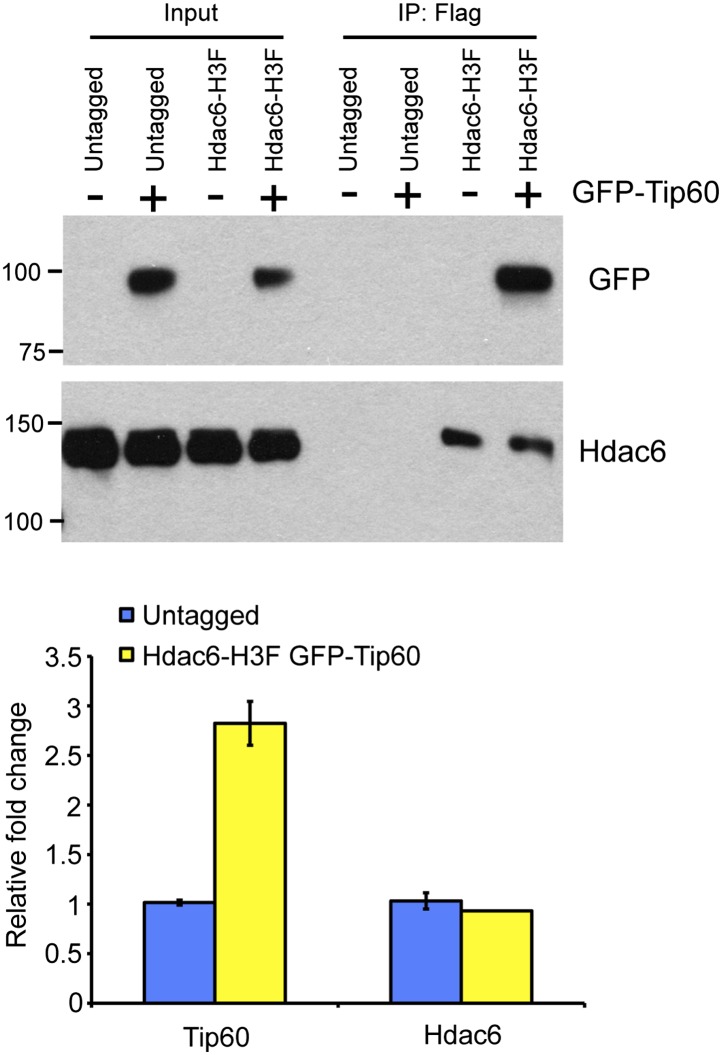
Reciprocal co-immunoprecipitation of Tip60 and Hdac6. (Above) Immunoprecipitations from untagged or Hdac6-H3F ESCs with or without stable expression of Tip60-GFP (as indicated) were subjected to Western blotting for Tip60-GFP or Hdac6. (Below) Mild overexpression of *Tip60* in Tip60-GFP cells. RT-qPCR of *Tip60* or *Hdac6* in untagged and Hdac6-H3F cells stably expressing Tip60-GFP. **DOI:** http://dx.doi.org/10.7554/eLife.01557.005

**Figure 1—figure supplement 3.**
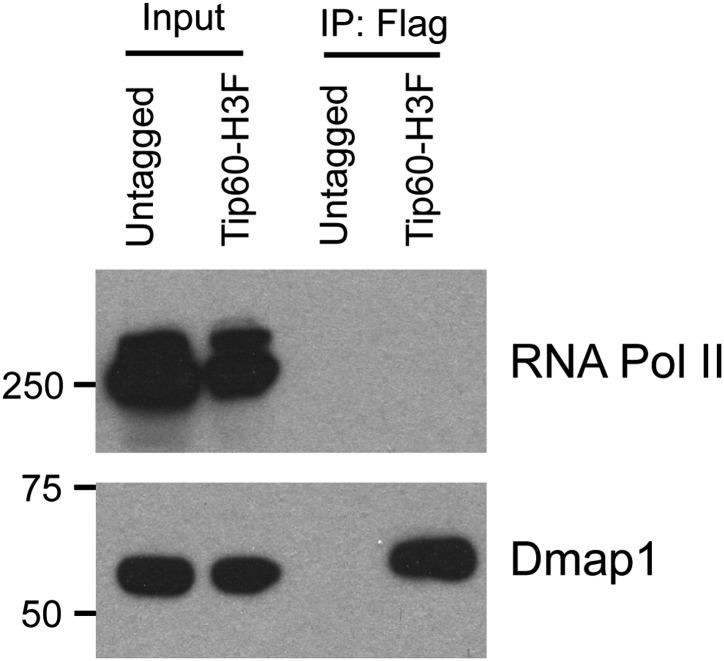
Hdac6 does not interact with RNA Polymerase II in ESCs. Western blot of purified Tip60 complex from ESCs for RNA polymerase II (RNA Pol II) and Dmap1. (Tip60-p400 subunit Dmap1 is shown to confirm the presence of subunits of Tip60-p400 complex after purification.) **DOI:** http://dx.doi.org/10.7554/eLife.01557.006

**Figure 1—figure supplement 4.**
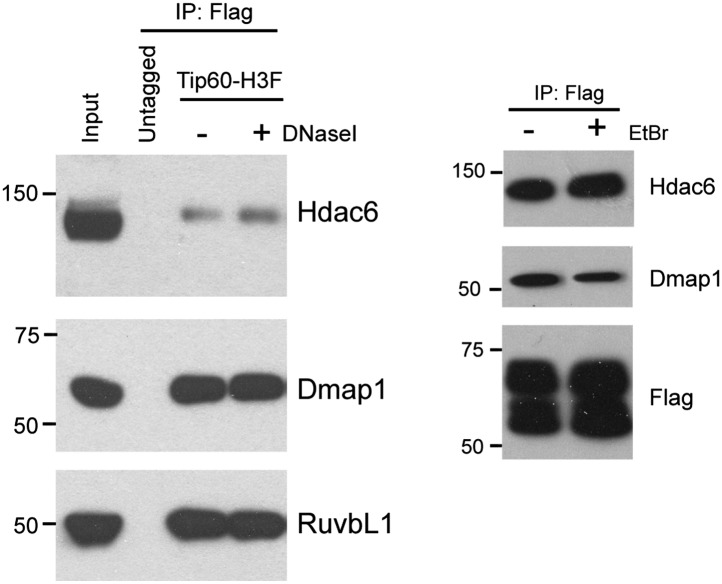
Hdac6 interaction with Tip60-p400 is independent of DNA. DNase I (left) or ethidium bromide (right) was added into nuclear extracts during immunoprecipitation, and the Tip60-interacting proteins were analyzed by Western blotting with the indicated antibodies. **DOI:** http://dx.doi.org/10.7554/eLife.01557.007

**Figure 1—figure supplement 5.**
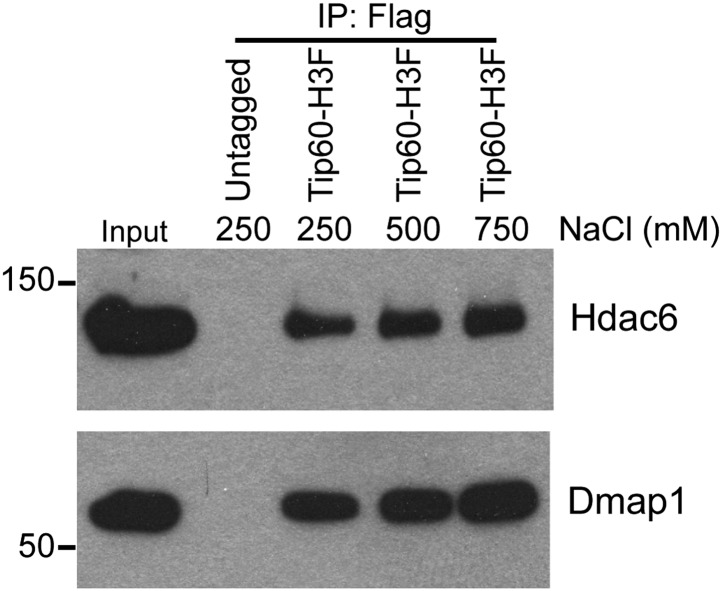
Hdac6 interaction with Tip60-p400 is resistant to high salt concentrations. Tip60-H3F was purified from ESCs as above and subjected to washes with buffer containing the salt concentrations indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01557.008

**Table 1.** Proteins co-purifying with Tip60-H3F in ESCs **DOI:** http://dx.doi.org/10.7554/eLife.01557.009

Name	Description	# of peptides	MW (kD)	Peptides/MW	Gel slices
Stk38	Serine/threonine-protein kinase 38	78	54	1.44	7,14,15,16,17
**Ruvbl1**	RuvB-like 1	42	50	0.84	7,8,13,15,16,17
**Ruvbl2**	RuvB-like 2	38	51	0.75	15,16,17
Acta1 or other iso	Actin	21	42	0.50	18
Sun2	Protein unc-84 homolog B	36	82	0.44	11,12,13
Hdac6	Histone deacetylase 6	38	126	0.30	1,2,3,4,5,6,7,8
**Kat5**	Histone acetyltransferase KAT5	17	59	0.29	13,14,15
Actb	Actin, cytoplasmic 1	12	42	0.29	5,8,9
**Trrap**	Transformation/transcription domain-associated protein	72	292	0.25	1,2
**Epc1**	Enhancer of polycomb homolog 1	22	90	0.24	9,10
**Brd8**	Bromodomain-containing protein 8	24	103	0.23	6,7
**Yeats4**	YEATS domain-containing protein 4	6	27	0.22	20
**Epc2**	Enhancer of polycomb homolog 2	20	91	0.22	10,11
H2B	Histone H2B	3	14	0.21	21
**Ing3**	Inhibitor of growth protein 3	10	47	0.21	16,17
**Ep400**	E1A-binding protein p400	70	337	0.21	1,2
**Dmap1**	DNA methyltransferase 1-associated protein 1	10	53	0.19	14,15
Hspa8	Heat shock cognate 71 kDa protein	13	69	0.19	13
Lima1	LIM domain and actin-binding protein 1	15	84	0.18	9,10
**Vps72**	Vacuolar protein sorting-associated protein 72 homolog	7	41	0.17	16,17
**Actl6a**	Actin-like protein 6A	8	47	0.17	17,18
Actg1	Actin, cytoplasmic 1	6	42	0.14	19
H2afv	Histone H2A.V	2	14	0.14	22
**Meaf6**	Chromatin modification-related protein MEAF6	3	22	0.14	20
Mbtd1	MBT domain-containing protein 1	8	71	0.11	13,14
Rps18	40S ribosomal protein S18	2	18	0.11	21
Tubb5	Tubulin beta-5 chain	5	50	0.10	16
Tuba1a or other iso	Tubulin alpha chain	5	50	0.10	16
Trim28	Transcription intermediary factor 1-beta	8	89	0.09	9,10
**Morf4l2**	Mortality factor 4-like protein 2	3	34	0.09	19
**Mrgbp**	MRG-binding protein	2	24	0.08	20
Rangap1	Ran GTPase-activating protein 1	5	64	0.08	12
Spna2	Spectrin alpha chain, brain	18	285	0.06	3
Setx	Probable helicase senataxin	18	298	0.06	2,3
Sf3b1	Splicing factor 3B subunit 1	3	54	0.06	6
Sfpq	Splicing factor, proline- and glutamine-rich	4	75	0.05	10
Rab5c	Ras-related protein Rab-5C	1	23	0.04	20
Lrrfip2	Leucine-rich repeat flightless-interacting protein 2	2	47	0.04	16
Stat2	Signal transducer and activator of transcription 2	2	50	0.04	8
Nono	Non-POU domain-containing octamer-binding protein	2	55	0.04	15
Tpr	Nucleoprotein TPR	6	274	0.02	3
Hnrnpf	Heterogeneous nuclear ribonucleoprotein F	1	46	0.02	17
Spnb2	Spectrin beta chain, brain 1	5	274	0.02	3
Flna	Filamin-A	4	281	0.01	3
Flii	Protein flightless-1 homolog	2	145	0.01	6
Hdx	Highly divergent homeobox	1	77	0.01	11
***Morf4l1***	Mortality factor 4-like protein 1	0	41	0	N/A

Proteins in bold represent known Tip60-p400 subunits found in Tip60-H3F purification from ESCs. The protein in bold italic represents the known Tip60-p400 subunit not found in purification from ESCs.

We were intrigued by the finding that Hdac6 co-purified with Tip60-p400 in ESCs (Table 1). Hdac6 is a class II histone deacetylase (HDAC) that is expressed in many different cell types but is usually localized to the cytoplasm (Verdel et al., 2000; Hubbert et al., 2002; Kawaguchi et al., 2003; Valenzuela-Fernández et al., 2008), as are its well-established substrates: α-tubulin (Hubbert et al., 2002), Hsp90 (Kovacs et al., 2005), and cortactin (Zhang et al., 2007). Moreover, despite its homology to proteins that deacetylate histone tails, Hdac6 has not been found to target histones in vivo (Haggarty et al., 2003). To confirm that Hdac6 is a bona fide Tip60-p400-interacting protein, we performed reciprocal co-immunoprecipitation experiments in ESCs, observing the Tip60-Hdac6 interaction no matter which protein was immunoprecipitated (Figure 1B, Figure 1—figure supplement 2). Previously, both Hdac6 and Tip60 were separately found to interact with RNA Polymerase II (Pol II) in human CD4^+^ T-cells (Wang et al., 2009), raising the possibility that the Hdac6-Tip60 interaction we observed in ESCs might be mediated by Pol II. However, there were no peptides corresponding to Pol II in our LC-MS/MS data, and we could not detect Pol II in Tip60-H3F immunoprecipitates (Figure 1—figure supplement 3), arguing against this explanation. Furthermore, the Tip60-Hdac6 interaction was independent of DNA and resistant to high salt (Figure 1—figure supplement 4, Figure 1—figure supplement 5), verifying that Hdac6 is a stable interaction partner within Tip60-p400 complex. Finally, we tested whether Hdac6 interacts with Tip60-p400 complex in a differentiated cell type, MEFs. Unlike ESCs, Tip60-H3F immunoprecipitated from MEF nuclear extracts or whole cell lysates did not pull down Hdac6 (Figure 1C–D), consistent with the possibility that Hdac6 interacts with Tip60-p400 complex in only a subset of cell types.

The reported cytoplasmic localization of Hdac6 in multiple types of cells (Verdel et al., 2000; Hubbert et al., 2002; Kawaguchi et al., 2003; Valenzuela-Fernández et al., 2008) raised the question of whether its interaction with Tip60-p400 complex was physiologically relevant. To address this issue, we first confirmed that Hdac6 exhibited significant nuclear localization in ESCs, in contrast to MEFs, in which Hdac6 was mainly cytoplasmic (Figure 2A). Next, we prepared cytoplasmic and nuclear protein fractions to examine the cellular localization of Hdac6 in ESCs and several adult cell types by Western blotting. Interestingly, while differentiated cells (MEFs, whole brain) exhibited the reported cytoplasmic sequestration, high levels of Hdac6 in undifferentiated cells, including ESCs, NSCs, and hematopoietic stem and progenitor cells (HPCs), were found in the nucleus (Figure 2B). Consistent with these data, differentiation of either ESCs or NSCs caused a dramatic decrease in nuclear Hdac6, accompanied by increased Hdac6 within the cytoplasm (Figure 2C–D). To test whether nuclear localization of Hdac6 promoted its interaction with Tip60-p400 complex, we immunoprecipitated Tip60 from NSCs isolated from *Tip60-H3F* knock-in mice. Indeed, Hdac6 was present in Tip60-H3F immunoprecipitates from NSC nuclear extracts (Figure 2E). These data suggest that the interaction of Hdac6 with Tip60-p400 in undifferentiated cells is lost during the course of differentiation of some types of stem cells, due to nuclear exclusion of Hdac6. However, cytoplasmic sequestration in differentiated cells cannot be the sole factor preventing Hdac6 from associating with Tip60-p400, since we did not observe Hdac6 within Tip60-H3F immunoprecipitates from MEF whole cell lysates (in which nuclear and cytoplasmic proteins are mixed; Figure 1D). Together, these data show that Hdac6 exhibits significant nuclear localization in some types of embryonic and adult stem and progenitor cells, where it associates with Tip60-p400 complex. Furthermore, stem cell differentiation promotes re-localization of Hdac6 to the cytoplasm, where it is sequestered away from Tip60-p400.

**Figure 2.**
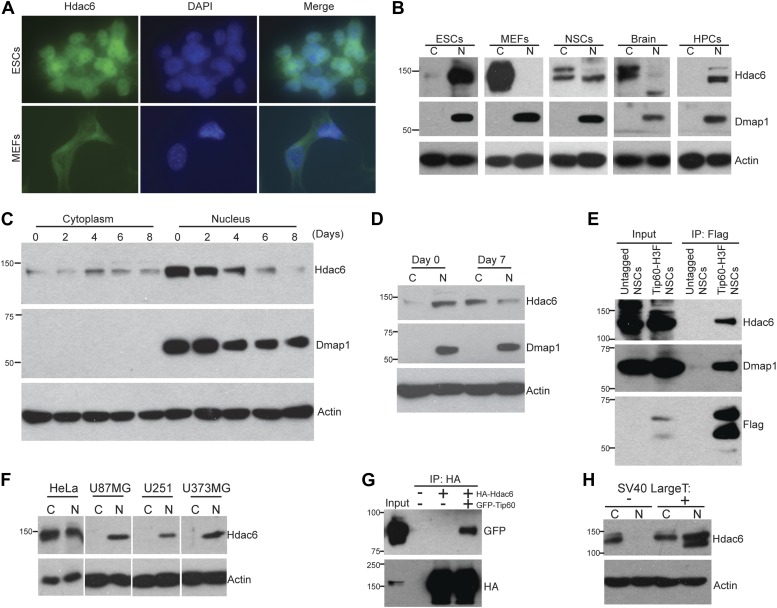
Hdac6 is partially nuclear in multiple types of undifferentiated cells and interacts with Tip60-p400 in NSCs and cancer cell lines. (**A**) ESCs (top) or MEFs (bottom) were subjected to immunofluorescence using an antibody recognizing Hdac6. DAPI staining is shown to identify nuclei. (**B**) High levels of nuclear Hdac6 in stem cells but not differentiated cells. Western blots of Hdac6 and known Tip60-p400 subunit Dmap1 in cytoplasmic (C) and nuclear (N) fractions of indicated cells are shown, with β-actin serving as a loading control. (**C**) Hdac6 relocalizes to the cytoplasm during ESC differentiation. Cytoplasmic (C) and nuclear (N) fractions from ESCs differentiated for the indicated number of days were Western blotted for the indicated proteins. (**D**) Hdac6 relocalizes to the cytoplasm during NSC differentiation. Cytoplasmic (C) and nuclear (N) fractions from undifferentiated NSCs (day 0) or NSCs differentiated for 7 days were Western blotted for the indicated proteins. (**E**) Hdac6 interacts with Tip60-p400 in NSCs. Shown are Western blots for the proteins indicated of input or Tip60-p400 complex immunoprecipitated from NSCs. (**F**) Hdac6 is nuclear localized in cancer cell lines. Cells were fractionated and Western blotted as in (**B**). (**G**) Hdac6 interacts with Tip60-p400 in a cancer cell line. 293.T cells were transfected with the indicated constructs. Nuclear extracts were prepared, subjected to immunoprecipitation with an anti-HA antibody, and Western blotted as indicated. (**H**) Re-localization of Hdac6 to the nucleus is an early event during transformation. MEFs were infected with pBABE-puro retrovirus expressing SV40 large T antigen or empty vector, harvested after 5 days (including 3 days of selection), and fractionated as in (**B**). Western blots are shown for the proteins indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01557.010

### Hdac6 interacts with Tip60-p400 in some cancer cells

While Hdac6 localizes to the cytoplasm of normal somatic cells, nuclear Hdac6 has been observed in some cancers, in particular within tumors that are poorly differentiated (Subramanian et al., 2011; Riolo et al., 2012). We therefore tested several human cancer cell lines and found that Hdac6 exhibited significant nuclear localization in each of the cell lines (Figure 2F). We further tested whether Tip60-p400 interacts with Hdac6 in cancer cells, by transfecting epitope-tagged *Tip60* and *Hdac6* constructs into 293.T cells (to facilitate immunoprecipitation), and found that Tip60 co-precipitated with Hdac6 (Figure 2G), suggesting that, as with ESCs and NSCs, Hdac6 functions within Tip60-p400 complex in some cancer cells. Interestingly, loss-of-function of either *Hdac6* or genes encoding Tip60-p400 subunits within cancer cell lines has previously been shown to elicit defects in anchorage-independent growth and hypersensitivity to DNA damaging agents (Feng et al., 2003; Lee et al., 2008; Wang et al., 2012), supporting this hypothesis. Finally, we asked whether re-localization of Hdac6 to the nucleus in cancer cells is an early event during transformation, at a time when it might be more likely to contribute to cancer progression. We found that shortly after introduction of SV40 large T antigen into MEFs, a large fraction of Hdac6 re-localized to the nucleus (Figure 2H), suggesting that nuclear localization of Hdac6 is an early event during transformation. Together, these data suggest that Hdac6 functions within Tip60-p400 complex in some types of cancer, and support the idea that stem cells and some cancer cells share several common phenotypes and regulatory pathways.

### Hdac6 is necessary for normal regulation of most Tip60-p400 target genes

To test whether Hdac6 is necessary for gene regulation by Tip60-p400 complex in ESCs, we used DNA microarrays to examine the changes in mRNA levels upon *Tip60* or *Hdac6* KD. We observed highly correlated gene expression profiles in ESCs knocked down individually for *Tip60* and *Hdac6* (R = 0.63), suggesting a significant overlap in their sets of target genes, although *Hdac6* KD generally had weaker effects on expression of common targets (Figure 3A–B). Next, we performed unsupervised hierarchical clustering of mRNA expression data comparing ESCs depleted of Tip60, Hdac6, or both to control KD ESCs. We observed four main clusters of genes differentially expressed in *Tip60* KD cells: genes upregulated upon *Tip60* KD but unaffected by *Hdac6* KD (Figure 3C, cluster 1), genes upregulated in both single KDs (cluster 2), genes downregulated in *Tip60* KD cells but unaffected by *Hdac6* KD (cluster 3), and genes downregulated in both single KDs (cluster 4). Genes downregulated upon *Tip60* KD were significantly overrepresented (relative to the number expected by chance) among Hdac6-independent Tip60 targets, while genes upregulated upon *Tip60* KD were significantly overrepresented among Hdac6-dependent target genes (Figure 3D), suggesting that Tip60-dependent repression in ESCs usually requires Hdac6. Double KD of *Tip60* and *Hdac6* was nearly identical to the *Tip60* single KD, consistent with the model that Hdac6 functions within Tip60-p400 complex (Figure 3C). We next tested individual genes from each cluster by RT-qPCR, which generally confirmed the microarray results (Figure 3E). We further validated these results using two *Hdac6* mutant ESC lines: one that harbors a hypomorphic allele that expresses reduced Hdac6 levels (*Hdac6*^*reduced*^), and one that contains an *Hdac6* deletion (*Hdac6*^*null*^; Figure 3—figure supplement 1, Figure 3—figure supplement 2). Both lines exhibited misregulation of Tip60/Hdac6 target genes similar to that observed upon *Hdac6* KD, with greater effects usually observed in the more severe *Hdac6*^*null*^ line (Figure 3—figure supplement 3). Finally, we examined which classes of genes were enriched in each regulatory cluster. While Hdac6-independent targets of Tip60-p400 were enriched for genes involved in cellular growth, homeostasis, and the cell cycle (Figure 3—figure supplement 4, clusters 1 and 3), the majority of Hdac6-dependent Tip60-p400 target genes were differentiation-induced genes (Figure 3—figure supplement 4, cluster 2), consistent with the idea that Hdac6 is broadly important for Tip60-p400-dependent repression of developmental genes, although it also plays a smaller role in the activation of some Tip60-dependent proliferation genes (Figure 3—figure supplement 4, cluster 4).

**Figure 3.**
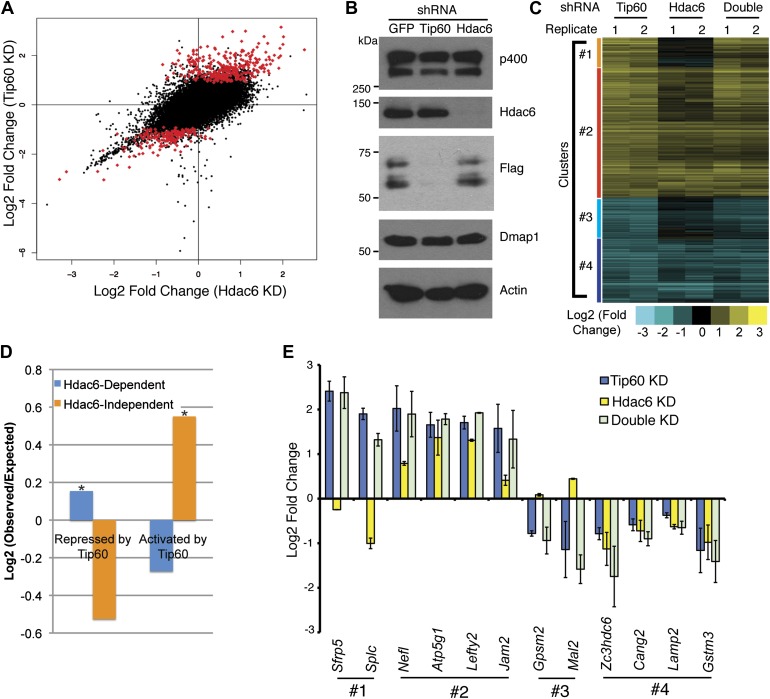
Overlapping effects of *Hdac6* KD and *Tip60* KD on gene expression in ESCs. (**A**) Scatter plot of gene expression (Log2 (fold change) relative to control KD ESCs) upon *Tip60* KD relative to *Hdac6* KD. Genes misregulated upon *Tip60* KD (adjusted p<0.1) are shown in red. (**B**) Western blot showing the levels of p400, Dmap1, Hdac6 and Tip60 (FLAG) upon *Tip60* or *Hdac6* KD. β-actin is shown as a loading control. (**C**) Unsupervised hierarchical clustering of genes misregulated (adjusted p<0.1) upon *Tip60* KD. Up-regulated genes are indicated in yellow and downregulated genes are indicated in blue. The first cluster (#1) includes 200 genes that were upregulated upon *Tip60* KD but not *Hdac6* KD, the second cluster (#2) includes 867 genes upregulated in both *Tip60* KD and *Hdac6* KD ESCs, the third cluster (#3) includes 277 genes that were downregulated only in *Tip60* KD cells and the forth cluster (#4) includes 424 genes that were downregulated in both *Tip60* KD and *Hdac6* KD ESCs. (**D**) Hdac6-dependent target genes are biased toward genes repressed by Tip60. Genes repressed or activated by Tip60 were split based on their Hdac6-dependence, and each group was plotted as the Log2 (ratio) of genes observed in each group relative to the expected number of genes if Hdac6-dependence was randomly distributed. Asterisk indicates statistically significant enrichment (p<10^–20^). (**E**) Validation of microarray datasets. The expression levels of genes from each cluster were measured by RT-qPCR in the indicated KDs and expressed as Log2 (fold change) values relative to control (*GFP*) KD ESCs after normalization. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.011

**Figure 3—figure supplement 1.**
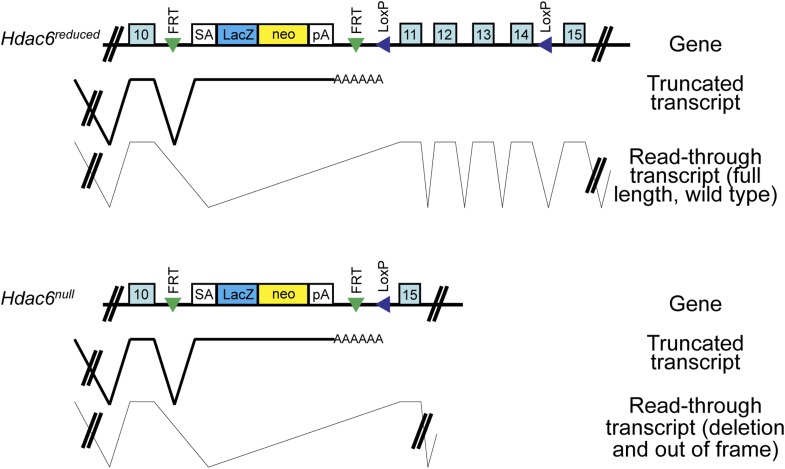
*Hdac6* mutant ESCs. Diagram of *Hdac6* mutant ESC line *Hdac6*^*tm1a(EUCOMM)Wtsi*^ before (*Hdac6*^*reduced*^) and after (*Hdac6*^*null*^) CRE expression. Since, prior to CRE expression, this line produces a low level of Hdac6 protein, we infer that some transcripts fail to include the gene trap allele and therefore produce full-length, wild-type transcript. SA: splice acceptor; pA: cleavage and polyadenylation sequence. **DOI:** http://dx.doi.org/10.7554/eLife.01557.012

**Figure 3—figure supplement 2.**
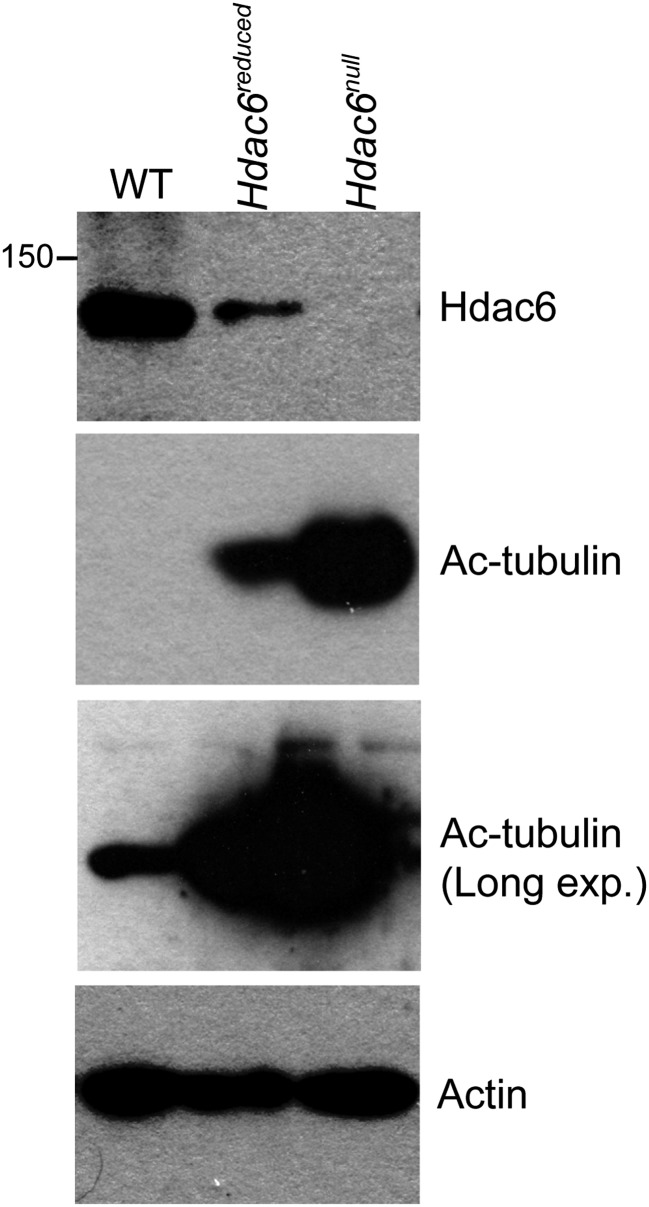
Hypomorphic and null *Hdac6* mutant ESCs. Whole cell extracts from normal (WT) ESCs or *Hdac6* mutant ESCs as diagrammed in Figure 3—figure supplement 1 were prepared, followed by Western blotting for the proteins indicated. Note higher levels of acetylated tubulin upon CRE expression. **DOI:** http://dx.doi.org/10.7554/eLife.01557.013

**Figure 3—figure supplement 3.**
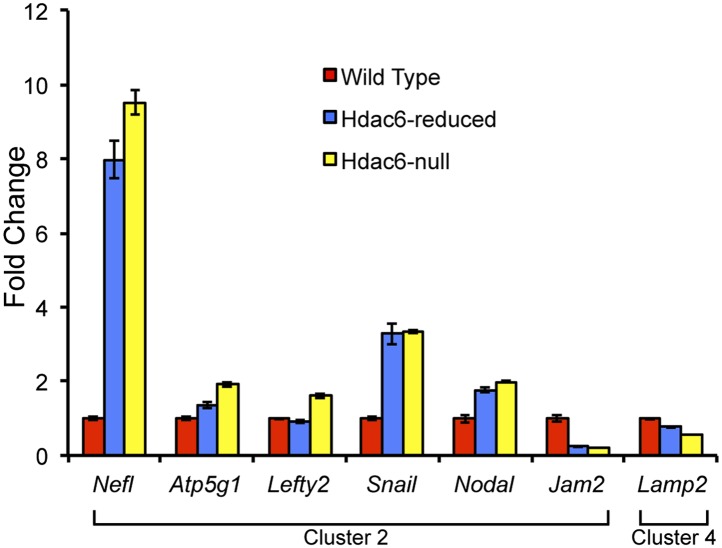
*Hdac6* mutant ESCs exhibit alterations in Tip60-target gene expression consistent with KD phenotypes. Cells described in Figure 3—figure supplement 1 were harvested for RNA and subjected to RT-qPCR for the genes indicated from Tip60/Hdac6 target gene cluster 2 (cluster 4 gene shown as a control). Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.014

**Figure 3—figure supplement 4.**
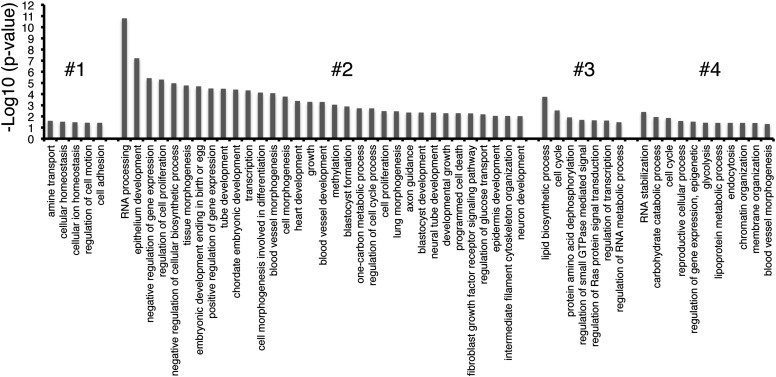
GO-term enrichment of gene clusters. The significance of enrichment [−Log10 (p-value)] of Gene Ontology (GO) terms over-represented in each cluster of genes in Figure 3C. GO terms that were partially redundant with those listed were eliminated for brevity. **DOI:** http://dx.doi.org/10.7554/eLife.01557.015

### Hdac6 binding overlaps one of two peaks of Tip60 enrichment at common target promoters

Despite overlapping roles in gene regulation, the function of Hdac6 within Tip60-p400 complex remained unclear. Hdac6 is not thought to bind chromatin or regulate gene expression in most cell types (Verdel et al., 2000; Hubbert et al., 2002; Haggarty et al., 2003), therefore we considered the possibility that Hdac6 modulates Tip60-p400 function prior to chromatin binding by the complex. To determine whether Hdac6 associates with chromatin-bound Tip60-p400, we tested whether Hdac6 co-localizes with Tip60-p400 on chromatin. 

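ChIP-seq data were collected from mouse embryonic stem cells (ESCs) in which the endogenous Tip60 or Hdac6 protein carries the H3F tag, a run of histidine and Flag epitopes, and from E14 ESCs without a tag, in which the Flag antibody measures the background. Binding of Tip60 and of Hdac6 with both factors present was measured upon GFP KD, the control knockdown, 72 hr after infection. Each condition has 1 sample and no replicates, so the spread between samples is unknown. The authors collapsed the reads by sequence, mapped them to the mm9 mouse genome with bowtie allowing at most 1 mismatch, placed reads with several matches at a random match, extended each read downstream and removed reads in simple repeats. They deposited the resulting coverage around each TSS, normalized to ppm, every 20 bp from −2000 to 2000 bp. Each Flag ChIP file holds 36733 rows, 1 per TSS, of which 22704 carry a RefSeq identifier and 14029 do not, and a gene can have several rows. The deposited values are whole multiples of a fixed step, the value of 1 read, which gives the number of reads each sample was normalized to: 21339300 for Tip60, 11586200 for Hdac6 and 23146800 for the untagged control. Within 500 bp of the TSS a row held a median of 12 reads (interquartile range 8 to 17) for Tip60, 10 reads (6 to 16) for Hdac6 and 12 reads (8 to 16) for the untagged control. Isolated reads covered 299 bp in the Tip60 and untagged files but 148 bp in the Hdac6 file, so at equal read density the Hdac6 values are lower by a factor of 2.01, and Hdac6 levels in ppm cannot be set directly against those of the other samples; where the untagged control was used for Hdac6 without scaling, it counts for too much. Averages over rows were taken in a promoter window (−500 to 500 bp), a downstream window (−100 to 300 bp) and an upstream window (−600 to −200 bp), the latter pair centred on the positions the paper states. Far from the TSS, between 1500 and 2000 bp on either side, the average signal was 0.148 ppm for Tip60, 0.0878 ppm for Hdac6 and 0.151 ppm for the untagged control. Intervals are 95% bootstrap intervals over rows (2000 resamples), and p-values come from permutation tests with 100000 resamples, of which 1e-05 is the smallest they can give. Rows of 1 sample are not independent replicates, so intervals and p-values describe the variation between genes and leave out the variation between cultures. The choices most open were the windows, the rows kept, and whether the untagged control or the flank signal was subtracted.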

To this end, we examined the genome-wide distributions of Tip60 and Hdac6 in ESCs using chromatin immunoprecipitation followed by deep sequencing of the precipitated DNA (ChIP-seq). To facilitate these analyses, we generated an ESC line in which the H3F tag utilized above was fused to the C-terminus of Hdac6 at the endogenous *Hdac6* locus (Figure 4—figure supplement 1). This line allowed us to directly compare the genomic binding profiles of Tip60 and Hdac6 with untagged control cells using the same antibody, thereby eliminating differences in background.

We found that Tip60 was enriched at the 5’ ends of many genes in ESCs, with two peaks of binding flanking the promoter regions of most targets, one at approximately 400 base pairs upstream and another at approximately 100 base pairs downstream of the TSS (Figure 4A–B). 

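Averaged over all 36733 rows, Tip60 signal upon GFP KD (no replicates) reached its highest value upstream of the TSS at −400 bp, with 0.181 ppm (95% bootstrap interval of the position, −440 to −400 bp). Downstream of the TSS the highest value, 0.188 ppm, lay at 260 bp (140 to 280 bp). After smoothing with a running mean over 100 bp, the minimum between these maxima was 0.173 ppm at −160 bp, against 0.148 ppm in the flanks. Among the 2270 rows with the top 10% of p400 ChIP-seq signal, the maxima were higher, with 0.334 ppm at −400 bp and 0.392 ppm at 140 bp over a flank signal of 0.184 ppm. The smoothed profile of the untagged control had a minimum of 0.147 ppm at −20 bp, between maxima of 0.165 ppm at −640 bp and 0.161 ppm at 680 bp. Subtraction of the untagged control moved the positions most: the downstream maximum then lay at 140 bp, and the upstream search, which ran from −1000 to −100 bp, returned its own border at −100 bp. The paper concludes from the maxima on either side of the TSS that Tip60 binds in a pair of peaks that flank the promoter regions of most of its targets.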

This two peak pattern of Tip60 binding and the gene set bound by Tip60 were very similar to previous mapping data examining the distribution of the p400 subunit of Tip60-p400 complex in ESCs (Fazzio et al., 2008a). 

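The average Hdac6 profile upon GFP KD (no replicates) had a single maximum within 1000 bp of the TSS, 0.170 ppm at 80 bp (95% bootstrap interval of the position, 80 to 120 bp), against 0.0878 ppm in the flanks. With 1 row kept per gene the maximum lay at 120 bp, the largest shift among the alternatives. The profile widened to the longer read span, an alternative chosen after seeing the data, gave the same position. The p400 ChIP-chip data that the paper used to group genes are not in the files analysed here, so the 22704 rows with p400 ChIP-seq data were grouped by p400 promoter signal upon GFP KD into the same percentiles. Average Hdac6 promoter signal fell from 0.237 ppm in the top 10% (2270 rows) to 0.205 ppm in the next 20% (4541 rows), 0.175 ppm in the middle 30% (6811 rows) and 0.0866 ppm in the last 40% (9082 rows), a ratio of top to last of 2.74 (95% interval 2.66 to 2.82; permutation p = 1e-05, the smallest possible). Over the same groups, average Tip60 promoter signal was 0.346, 0.236, 0.189 and 0.126 ppm, again with a ratio of 2.74 (2.68 to 2.81; permutation p = 1e-05). Hdac6 signal in the top 10% peaked at 120 bp with 0.300 ppm. These ratios depended most on the background: after subtraction of the untagged control the Tip60 ratio was 36.2, and after subtraction of the untagged control scaled to the shorter reads of the Hdac6 file, an alternative chosen after seeing the data, the Hdac6 ratio was 5.08. The paper reasons from the higher signal at p400 targets and from the position of the maximum that Hdac6 is enriched at the same genes as Tip60-p400, but in a different pattern.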

Interestingly, we found that while Hdac6 was also enriched at p400- (Figure 4A–B) and Tip60-target genes (Figure 4C) near their TSSs, its pattern of binding at each gene was somewhat different, forming one peak of enrichment at approximately 100 base pairs downstream of the TSS that overlapped with the downstream Tip60 peak (Figure 4A–B). Like p400 (Fazzio et al., 2008a), we found that Hdac6 was enriched at genes marked by H3K4me3, including bivalent genes also marked by H3K27me3 (Figure 4—figure supplement 2). Furthermore, we found that, on average, Hdac6 and Tip60 were both enriched to significantly higher levels at the promoter regions of genes that are misregulated upon *Hdac6* or *Tip60* KD compared to the genes unaffected by KD of these factors (Figure 4D), suggesting that many of these genes are direct targets. Interestingly, while the levels of Hdac6 binding were elevated at genes from clusters 2 and 4 (Figure 3C), whose expression levels are regulated by Hdac6, they were also elevated at cluster 3 genes, whose expression levels are Tip60-dependent but Hdac6-independent (Figure 4E), suggesting that Tip60-p400 acts independently of Hdac6 to activate these genes. Together, these data show that Hdac6 binds in an asymmetrical pattern with respect to the transcription start site at its genomic targets. 

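The asymmetry was measured by comparing Hdac6 signal upon GFP KD in equal windows on either side of the TSS. Signal averaged 0.159 ppm from −100 to 300 bp and 0.117 ppm from −600 to −200 bp, a difference of 35.4% (95% bootstrap interval 33.9 to 36.8%; permutation p = 1e-05, the smallest possible; no replicates). The downstream window had the higher value in 22522 rows and the lower value in 12735. For comparison, the untagged control had 0.150 ppm in the downstream window and 0.1603 ppm in the upstream window, and Tip60 had 0.183 and 0.178 ppm. Hdac6 promoter signal also rose with GC content, from 0.0532 ppm in the fifth of rows with the lowest to 0.224 ppm in the highest. The untagged control went from 0.126 to 0.146 ppm. Mean GC content was 56.3% in downstream and 48.9% in upstream windows. No GC correction was made for Hdac6, so a part of GC content in the asymmetry cannot be excluded. The difference was 141% with the flank signal subtracted, which moved it most, and 13.0% between the whole 1000 bp on either side. The higher downstream signal is the basis on which the paper describes Hdac6 binding as asymmetrical around the TSS.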

In addition, the overlap between Hdac6 and one of the two peaks of Tip60-p400 binding is consistent with a model in which Hdac6 functions within chromatin-bound Tip60-p400 complex to regulate common target genes in ESCs. 

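Whether Hdac6 and Tip60 occupy the same genes was examined by correlating their promoter signals (−500 to 500 bp, upon GFP KD) across the 36733 rows, which are genes within 1 sample each and not independent replicates. Pearson's r was 0.789 and Spearman's rho 0.500. Tip60 signal also correlated with the untagged control (r = 0.827, rho = 0.482), as did Hdac6 signal (r = 0.762, rho = 0.358). With p400 ChIP-seq signal over 22704 rows, r was 0.733 and rho 0.646 for Tip60, and r was 0.677 and rho 0.682 for Hdac6. These relations and that of p400 with the untagged control (r = 0.545, rho = 0.462) make a family of 6, and each had a permutation p of 1e-05, the smallest possible, before and after Benjamini-Hochberg adjustment. Without the 1% of rows with the highest untagged signal, r between Tip60 and Hdac6 was 0.469 and rho 0.498. The alternative that moved rho between Tip60 and Hdac6 most was the subtraction of the untagged control scaled to the read span, chosen after seeing the data, which gave 0.380. Both signals had the same control subtracted there, so its own noise is shared and can raise the correlation. The correlations with p400 also fell once the untagged control was subtracted. For Tip60, r was then 0.399 and rho 0.299. For Hdac6, r was 0.223 and rho 0.271 with the unscaled control, and 0.495 and 0.519 with the scaled one. The paper takes the shared position downstream of the TSS as fitting a model in which Hdac6 acts within chromatin-bound Tip60-p400 complex.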

Consistent with our finding that Hdac6 does not interact with Tip60-p400 in differentiated cells, we found that Hdac6-dependent Tip60-target genes in ESCs were not bound by Tip60 in MEFs (Figure 4—figure supplement 3).

**Figure 4.**
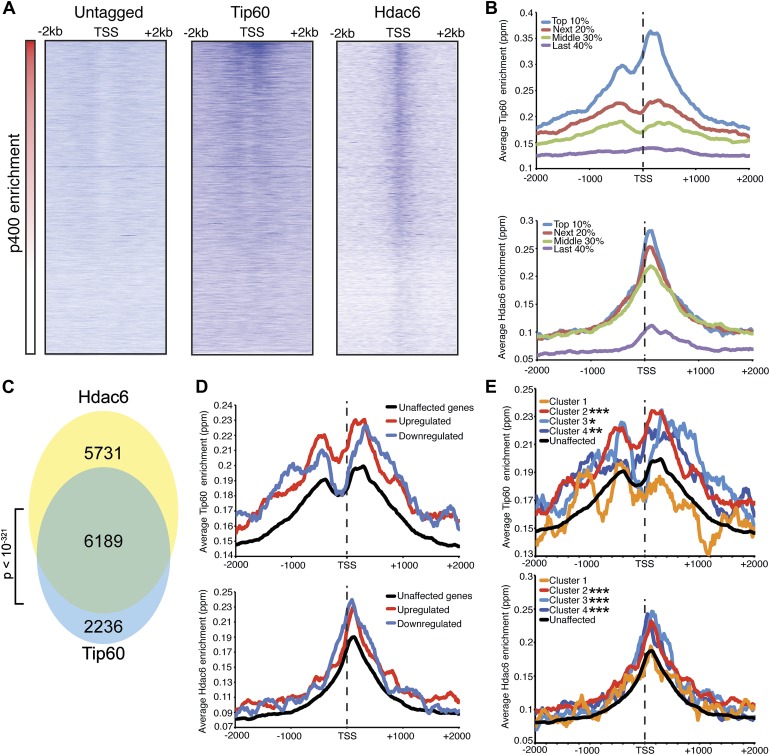
Tip60 and Hdac6 co-localize on chromatin. (**A**) Heat map representation of ChIP-seq data for H3F-tagged Tip60 and Hdac6 comprising the 2 kb surrounding the transcriptional start sites (TSS) of 10,507 genes for which published p400 ChIP-chip data (Fazzio et al., 2008a) (p400 enrichment) were available. ChIP-seq data from E14 (Untagged) cells is shown as a control. All panels are sorted by decreasing p400 binding for the 1 kb surrounding the TSS, ranging from high levels of p400 binding (red) to genes unbound by p400 (white). (**B**) Tip60 and Hdac6 binding correlate with p400 binding. Genes in the p400 ChIP-chip dataset were grouped by the intensity of p400 enrichment: The groups of genes exhibiting the top 10% of p400 enrichment (top 10%), the 11th–30th percentile (next 20%), the 31st–60th percentile (middle 30%) and the rest of genes in dataset (last 40%). Upper panel: averaged Tip60 enrichment for groups of genes at each level of p400 binding are shown relative to the TSS. Lower panel: averaged Hdac6 binding data for genes in the same groups. (**C**) Correlation of Tip60 and Hdac6 binding. Shown is a Venn diagram delineating the overlap between the gene sets bound by Tip60 and Hdac6. The p-value was calculated by summing the hypergeometric probabilities of Tip60/Hdac6 overlap below the number observed and subtracting from one. (**D**) Hdac6 and Tip60 are enriched at genes regulated by these factors. Upper panel: Tip60 binding segregated by genes that are upregulated, downregulated, or unchanged by *Tip60* KD. Bottom panel: Hdac6 binding at genes segregated as in upper panel. (**E**) Tip60 and Hdac6 are enriched at genes within clusters 2, 3, and 4. Tip60 (upper panel) and Hdac6 (bottom panel) binding data are shown for genes segregated by cluster, as in Figure 2C. Asterisks mark clusters exhibiting statistically significantly higher promoter-proximal (−500 to +500) binding of indicated factor than does the set of genes not regulated by Tip60 and Hdac6: *(p<0.05); **(p<0.01); ***(p<10-5). **DOI:** http://dx.doi.org/10.7554/eLife.01557.016

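In the untagged control (1 sample, 23146800 normalizing reads), average promoter signal also rose with p400 signal: it was 0.213 ppm in the top 10% of p400 ChIP-seq signal, 0.186 ppm in the next 20%, 0.166 ppm in the middle 30% and 0.122 ppm in the last 40%, a ratio of top to last of 1.74 (95% bootstrap interval 1.70 to 1.79; permutation p = 1e-05, the smallest possible) against 2.74 for Tip60. Over all rows the untagged promoter signal was 1.02 times its flank signal, against 1.21 times for Tip60 and 1.60 times for Hdac6.

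**Figure D1:**
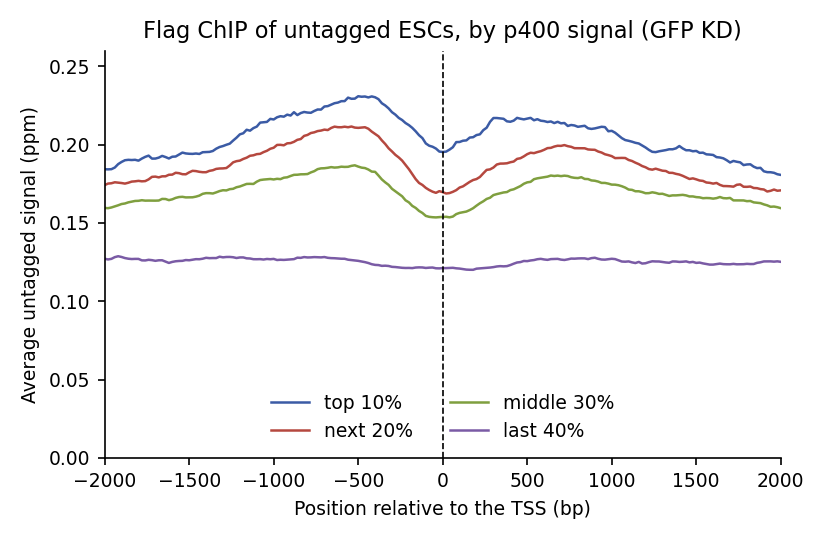
Average Flag ChIP-seq signal of untagged ESCs in ppm (vertical axis) by position relative to the TSS in bp (horizontal axis); each line is the average over the rows of 1 p400 group, from a single sample. The lines are ordered by p400 signal, and all but that of the last 40% of rows dip clearly at the TSS.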

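The rule by which the paper called a gene bound is not stated, so rows were ranked by promoter signal upon GFP KD minus the untagged control, which was not scaled to the shorter reads of the Hdac6 file, and the top rows were taken in sets as large as those of the paper's diagram, 8425 rows for Tip60 and 11920 for Hdac6 out of 36733. The sets shared 4770 rows, which is 56.6% of the Tip60 rows and 40.0% of the Hdac6 rows. By the hypergeometric distribution 2734 shared rows (SD 37.7) are expected for independent rankings, so the overlap was 1.74 times the expected one. The rankings are not independent, because the same control was subtracted from both. Without the subtraction the sets shared 4745 rows, but the signals then keep their shared background. The excess therefore cannot be read as shared binding alone. The overlap depended most on how rows were called bound: with a signal of at least 2 times the unscaled untagged control, a stricter cutoff for Hdac6 by the factor of 2.01 between the read spans, 5423 Tip60 rows and 3743 Hdac6 rows shared 1930, which is 3.49 times the expected number. With 1 row kept per gene, out of 17689 rows, sets of the same sizes shared 6861, which is 1.21 times the expected 5677. With the untagged control scaled to the read span of the Hdac6 file, chosen after seeing the data, the overlap was 4564. From the shared genes in its diagram, the paper concludes that Hdac6 is enriched at Tip60 target genes.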

**Figure 4—figure supplement 1.**
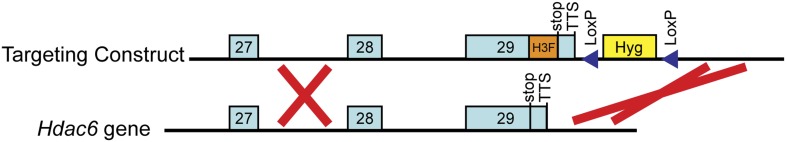
Targeting of the H3F tag to the C-terminus of the endogenous Hdac6 gene. Shown are the 3' end of the *Hdac6* gene plus downstream sequence (below) and the targeting construct for introducing the C-terminal tandem 6-His-3-FLAG tag (above). The counter-selection cassette within the targeting construct is omitted for brevity. See ‘Materials and methods’ for details of ESC targeting. **DOI:** http://dx.doi.org/10.7554/eLife.01557.017

**Figure 4—figure supplement 2.**
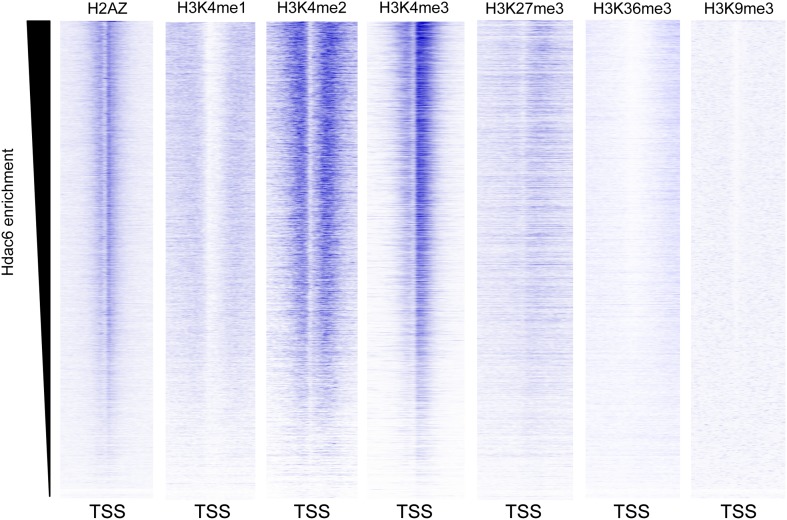
Hdac6 is enriched at genes marked by H3K4me3. Heatmaps showing the enrichment of various histone modifications or variants within promoter-proximal regions (TSS ± 2 kb) of all genes, sorted by Hdac6 enrichment. H3K4me3 is strongly enriched at genes with high levels of Hdac6 binding, including bivalent genes marked by both H3K4me3 and H3K27me3, similar to previous findings for the p400 subunit of Tip60-p400. Histone modification data are from the following sources: H3K4me1/me2/me3, H3K27me3, H3K36me3 (Mikkelsen et al., 2007); H2AZ (Hu et al., 2013); and H3K9me3 (Teif et al., 2012) **DOI:** http://dx.doi.org/10.7554/eLife.01557.018

**Figure 4—figure supplement 3.**
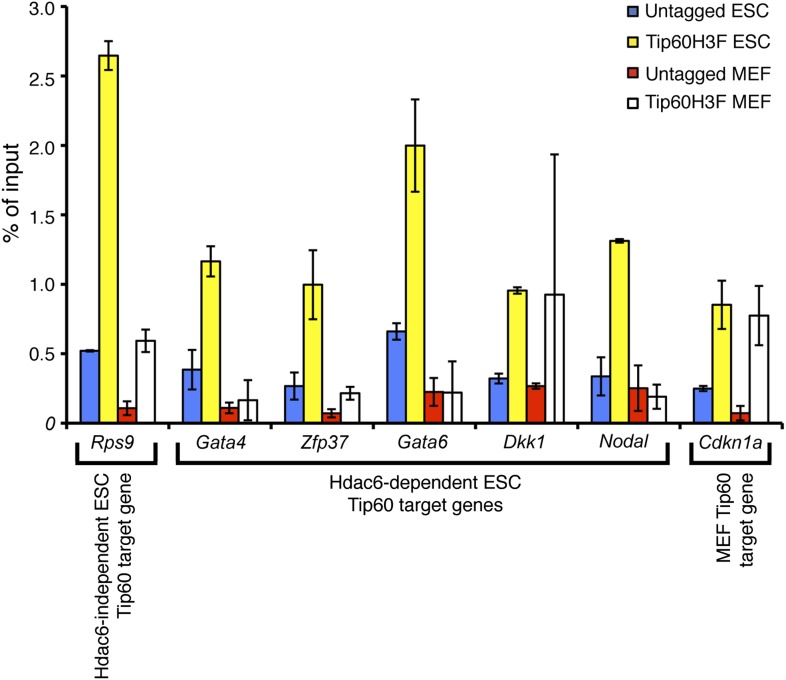
Hdac6-dependent Tip60 targets in ESCs are not bound by Tip60 in MEFs. Tip60 enrichment near the promoters of the genes indicated was determined by ChIP-qPCR in ESCs and MEFs. We examined binding to *Cdkn1a*, a known Tip60 target in MEFs, as a positive control for ChIP in MEFs. Data shown are the mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.019

### The catalytic domains of Hdac6 are necessary for interaction with Tip60-p400 complex, but not for deacetylation of histones at target promoters

We next tested several possible models by which Hdac6 might function within Tip60-p400 complex to regulate gene expression. First, we considered the possibility that Hdac6 was necessary for complex formation or stability. To test this model, we purified Tip60-H3F in control and *Hdac6* KD ESCs, but found that the composition of Tip60-p400 complex was similar in the presence or absence of Hdac6 (Figure 5—figure supplement 1), arguing against this explanation. Alternatively, Hdac6 might be necessary for localization of Tip60-p400 to its target genes in ESCs. Finally, Tip60-p400 may recruit Hdac6 to its target genes, where it regulates gene expression by deacetylating histones. To distinguish between these latter two possibilities, we performed a series of experiments. First, we tested whether the treatment of ESCs with tubastatin A (TubA), a chemical inhibitor that prevents Hdac6-dependent deacetlyation by binding within the catalytic channel of Hdac6’s deacetylase domains (Butler et al., 2010), had similar effects on gene expression as *Hdac6* KD. Like *Hdac6* KD or *Tip60* KD ESCs, most target genes were de-repressed upon TubA treatment (Figure 5A), consistent with the possibility that histone deacetylation by Hdac6 was necessary for repression of its gene targets. TubA treatment did not affect expression or nuclear localization of Hdac6 (Figure 5—figure supplement 2), suggesting that it acts directly on the Hdac6 deacetylase domains.

**Figure 5.**
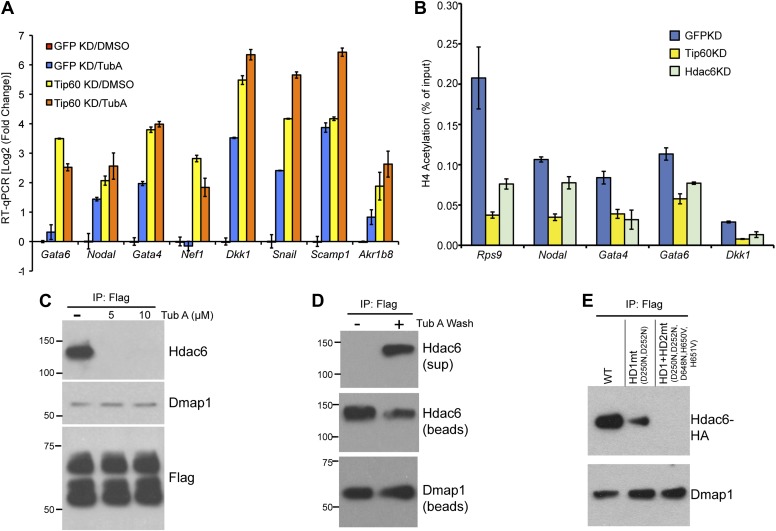
The Hdac6 deacetylase domains are necessary for Tip60-p400 binding but do not reverse histone acetylation catalyzed by Tip60. (**A**) Treatment of ESCs with Hdac6 catalytic domain inhibitor Tubastatin A causes de-repression of Tip60-p400 target genes. RT-qPCRs for indicated genes are shown for *GFP* KD or *Tip60* KD ESCs treated with either Tubastatin A (TubA) or DMSO vehicle. Data are expressed as Log2 (fold change) values relative to DMSO treated *GFP* KD ESCs after normalization. Shown are the mean ± SD values of three technical replicates from one representative experiment of two biological replicates performed. (**B**) H4 acetylation levels for several common Tip60/Hdac6 target genes in *Tip60* KD and *Hdac6* KD ESCs were measured by ChIP-qPCR, using an antibody specific for tetra-acetylated histone H4. H4 acetylation levels in cells knocked down as indicated are expressed as a fraction of the input. Shown are the mean ± SD values of three technical replicates from one representative experiment of two biological replicates performed. (**C**) ESCs were treated overnight with the indicated amounts of TubA in their growth medium, Tip60-H3F was immunoprecipitated as above, and co-immunoprecipitating proteins were examined by Western blotting. (**D**) Tip60-H3F was immunoprecipitated from ESCs grown under normal conditions, and the beads were washed in buffer with or without TubA. The Hdac6 eluted in the TubA wash or remaining bound to beads is shown by Western blotting, along with canonical Tip60 subunit Dmap1. (**E**) HA-tagged wild type, deacetylase domain 1 (HD1) mutant, or double deacetylase domain mutant (HD1 + HD2) Hdac6 was stably expressed in Tip60-H3F ESCs, Tip60-H3F was immunoprecipitated from nuclear extracts, and co-precipitating proteins were examined by Western blotting. Co-IP of canonical Tip60 complex subunit Dmap1 is shown as a control. **DOI:** http://dx.doi.org/10.7554/eLife.01557.020

**Figure 5—figure supplement 1.**
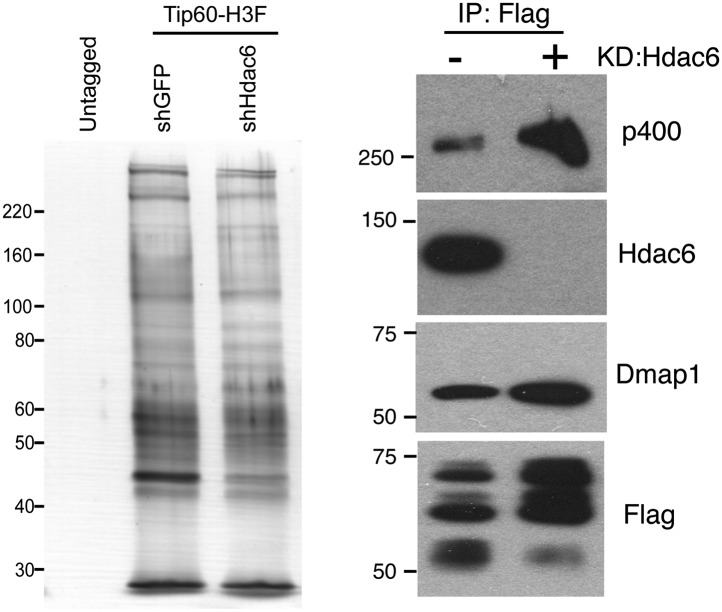
*Hdac6* KD does not cause general disruption of Tip60-p400 complex. (Left) Silver stain of Tip60-p400 complex purified from control or *Hdac6* KD Tip60-H3F ESCs or untagged ESCs, as indicated. (Right) Tip60-p400 complex purified from control or *Hdac6* KD ESCs Western blotted for indicated proteins. **DOI:** http://dx.doi.org/10.7554/eLife.01557.021

**Figure 5—figure supplement 2.**
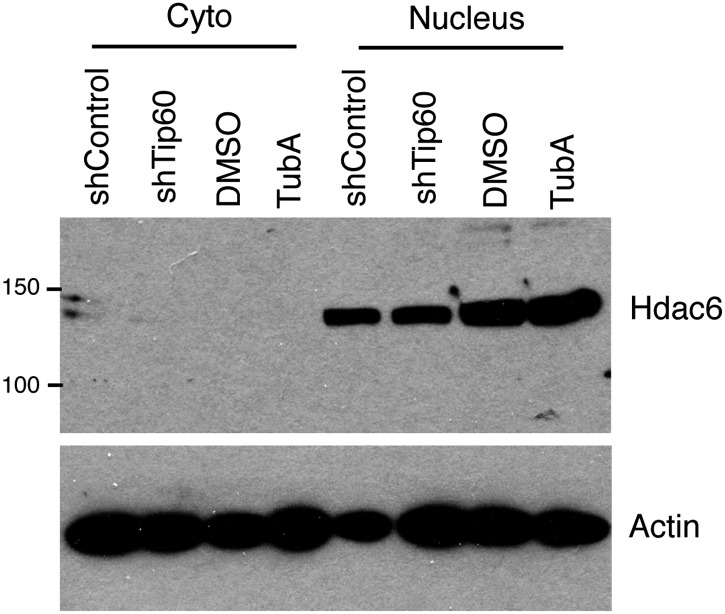
Tubastatin A has no effect on Hdac6 expression or localization. ESCs were treated as shown, and nuclear and cytoplasmic fractions were Western blotted for the proteins indicated. **DOI:** http://dx.doi.org/10.7554/eLife.01557.022

**Figure 5—figure supplement 3.**
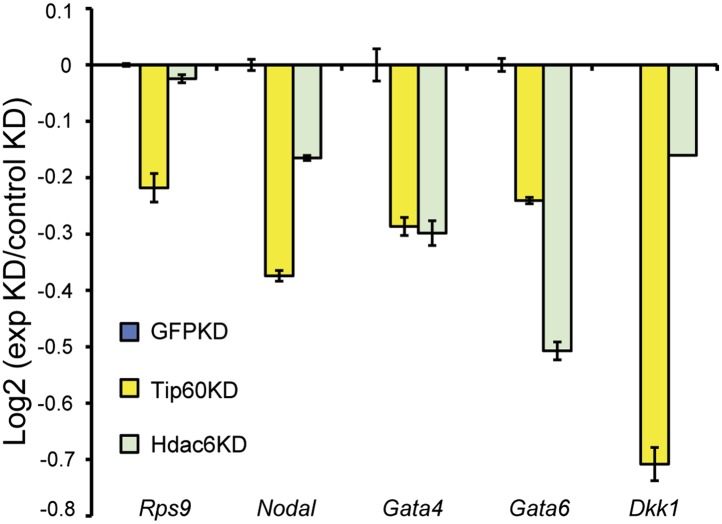
*Hdac6* KD reduces H2AK5 acetylation at Tip60-target genes. H2AK5 acetylation levels for several common Tip60/Hdac6 target genes in *Tip60* and *Hdac6* KD ESCs was measured by ChIP-qPCR, expressed as Log2 ratios relative to control (*GFP*) KD. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.023

**Figure 5—figure supplement 4.**
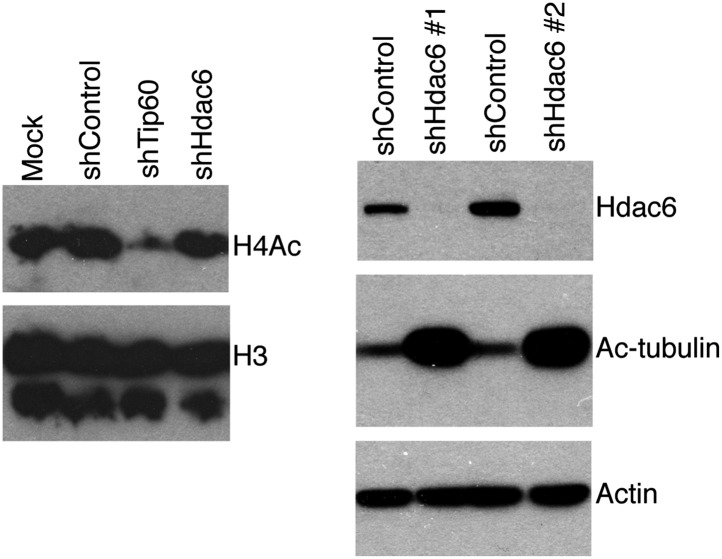
*Hdac6* KD has no effect on bulk H4 acetylation levels, but strongly increases tubulin acetylation. ESCs knocked down as indicated were Western blotted with antibodies to tetra-acetylated histone H4 or H3 (left), or acetylated tubulin (right). **DOI:** http://dx.doi.org/10.7554/eLife.01557.024

**Figure 5—figure supplement 5.**
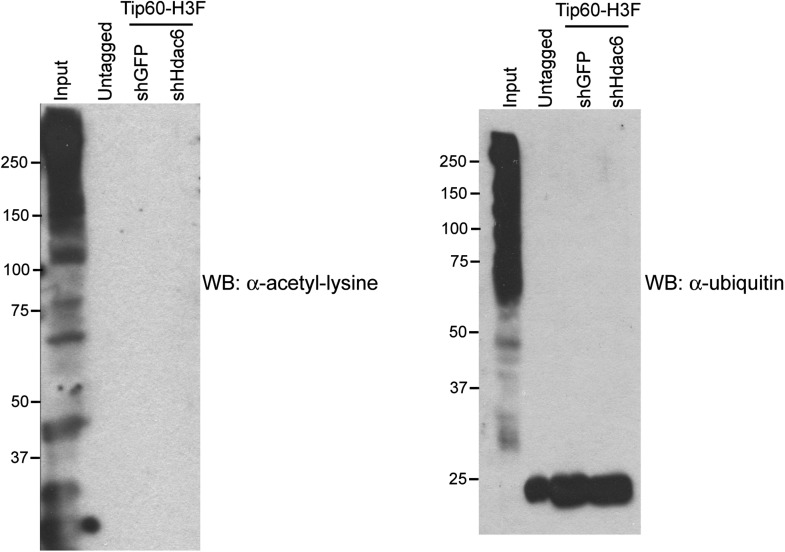
*Hdac6* KD does not induce Tip60-p400 acetylation or ubiquitination. Tip60-p400 complex purified from control or *Hdac6* KD Tip60-H3F ESCs or untagged ESCs Western blotted with antibodies recognizing acetylated lysine (left) or ubiquitin (right). Note that the background band in the ubiquitin western blot is also found in the untagged control, and is therefore non-specific. **DOI:** http://dx.doi.org/10.7554/eLife.01557.025

Next, we tested whether *Hdac6* KD resulted in increased acetylation of histone tails at Hdac6 target promoters by examining acetylation of the N-terminal tails of histones H4 and H2A, two major targets of the Tip60 acetyltransferase activity (Yamamoto and Horikoshi, 1997; Kimura and Horikoshi, 1998; Yan et al., 2000; Doyon et al., 2004; Altaf et al., 2010). ChIP-qPCRs using antibodies recognizing histone H4 acetylated at all four N-terminal lysines or acetylated lysine-5 of histone H2A were performed in control, *Tip60* KD, and *Hdac6* KD ESCs. Surprisingly, like *Tip60* KD, *Hdac6* KD resulted in a decrease in both H4 and H2A acetylation at most shared targets of Tip60 and Hdac6 that were examined (Figure 5B, Figure 5—figure supplement 3). These findings show that Hdac6 does not silence differentiation genes by counteracting Tip60-dependent histone acetylation, despite the fact that treatment with TubA resulted in gene expression changes similar to *Hdac6* KD. *Hdac6* KD had no significant effect on bulk histone H4 acetylation, although tubulin acetylation was strongly enhanced by *Hdac6* KD (Figure 5—figure supplement 4), consistent with a model in which Hdac6 is required for Tip60 function only at common target promoters.

A few subunits of Tip60-p400 complex are known to be acetylated (Choudhary et al., 2009), raising the possibility that Hdac6 regulates Tip60-p400 function by deacetylating the complex, which then leads to altered biochemical activity or chromatin binding by the complex. We tested this possibility by Western blotting Tip60-p400 complex purified from control or *Hdac6* KD ESCs with an antibody specific for acetyl-lysine, but we did not observe detectable acetylation of any subunit in either KD (Figure 5—figure supplement 5). Additionally, we performed mass spectrometry on p400, the most highly acetylated subunit in Tip60-p400 complex (Choudhary et al., 2009), purified from control or Hdac6 KD ESCs, but did not observe any notable differences in acetylation levels (data not shown). Thus, while the loss of *Hdac6* function does not lead to an observable increase in acetylation of Tip60-p400 complex or histone tails, it does lead to de-repression of Tip60-p400 target genes. Next, we considered the possibility that Hdac6 binds Tip60-p400 through one or both of its deacetylase domains. In this scenario, despite the fact that Hdac6 does not appear to deacetylate Tip60-p400, TubA could cause de-repression of Tip60- and p400-target genes simply by preventing Hdac6 from binding Tip60-p400. We tested this possibility by immunoprecipitating Tip60-p400 complex from *Tip60-H3F* ESCs treated with either vehicle alone or TubA and determining whether Hdac6 co-precipitates with Tip60. Interestingly, TubA treatment completely abolished Hdac6 association with Tip60-p400 (Figure 5C).

We reasoned that if TubA directly inhibited binding of Hdac6 to Tip60-p400, then addition of the drug to purified Hdac6-containing Tip60-p400 complex should disrupt this interaction. In contrast, if Hdac6 deacetylates some unknown protein, which then activates it to bridge the interaction of Hdac6 with Tip60-p400, the treatment of cells with TubA should disrupt the Hdac6 interaction with Tip60-p400, while in vitro TubA treatment of Tip60-p400 complex should not disrupt the Hdac6 interaction. To distinguish between these two possibilities, we immunoprecipitated Tip60-p400 from untreated *Tip60-H3F* ESCs and, after washing unbound proteins away from beads, subjected them to five additional washes with or without TubA. After harvesting the protein eluted in the TubA washes or remaining bound to beads, we examined the distribution of Hdac6 by Western blotting. Interestingly, we found that the TubA washes removed a large fraction of Hdac6 from bead-bound Tip60-p400 complex (Figure 5D), suggesting that TubA directly disrupts the interaction of Hdac6 with Tip60-p400, rather than preventing deacetylation of histones or other proteins. Consistent with these findings, we found that mutation of the Hdac6 deacetylase domains had the same effect as TubA treatment: mutation of deacetylase domain 1 partially disrupted Hdac6’s interaction with Tip60-p400 in ESCs, while mutation of both deacetylase domains abolished this interaction (Figure 5E). Together, these data indicate that Hdac6 interacts with Tip60-p400 via its deacetylase domains and that TubA directly disrupts this interaction.

### Hdac6 is necessary for maximal Tip60 and p400 recruitment

The finding that Hdac6 does not appear to deacetylate histones or Tip60-p400 subunits, but that its deacetylase domains are necessary for interaction with Tip60-p400 complex, was consistent with a model in which Hdac6 regulates gene expression by helping recruit Tip60-p400 complex to its targets in vivo. 

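Tip60 binding upon Hdac6 KD was measured with the Flag antibody in Tip60-H3F ESCs and p400 binding with an antibody against the endogenous protein, each with a GFP KD control and 72 hr after infection with the knockdown virus. There is 1 sample per condition and no replicate, and the values were made by the authors as for the other ChIP-seq samples: coverage around the TSS every 20 bp, normalized to ppm. The Tip60 values were normalized to 21339300 reads upon GFP KD and 19161100 upon Hdac6 KD, and a row held a median of 12 and 9 reads within 500 bp of the TSS. The p400 values, which cover the 22704 rows with a RefSeq identifier, were normalized to 25308300 and 31375600 reads, with a median of 21 and 19 reads per row. Isolated reads covered 299 bp in all 4 files. Changes were taken as the percent difference between the averages over rows, with a 95% bootstrap interval over rows and a paired permutation test that flips the sign of each row's change (100000 resamples). For single rows, the reads in both samples were compared by an exact conditional binomial test given the numbers of normalizing reads, with Benjamini-Hochberg adjustment; this test covers the sampling of reads only. Because the samples are single, a difference between cultures or libraries cannot be told apart from the effect of the knockdown. The libraries were compared in windows far from the TSS (1500 to 2000 bp on either side, with no other TSS within 1000 bp), grouped by GC content. The ratio of Hdac6 KD to GFP KD signal in the Tip60 ChIP fell from 1.12 in the 5134 windows under 35% GC to 0.923 between 45 and 47.5% and 0.799 between 57.5 and 60%. In the p400 ChIP it rose from 0.752 under 35% GC to 1.11 between 55 and 57.5%, and was 0.760 between 62.5 and 65%. Windows richer in GC are few, with 99 between 65 and 67.5% in the Tip60 ChIP.

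**Figure D2:**
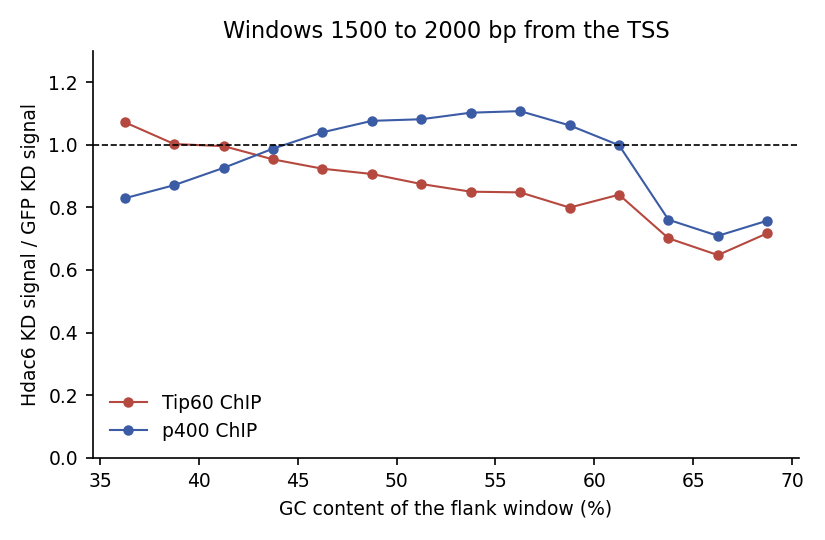
Ratio of average signal upon Hdac6 KD to that upon GFP KD (vertical axis) in windows 1500 to 2000 bp from the TSS, by their GC content in percent (horizontal axis, bins of 2.5 points, outermost bins not drawn), for the Tip60 and the p400 ChIP; each point is an average over the windows of a bin, from single samples. The Tip60 ratio is 1.07 in the leftmost bin and 0.799 between 57.5 and 60% GC, while the p400 ratio rises up to 57.5% GC.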

We tested this possibility by comparing Tip60 enrichment in control KD and *Hdac6* KD ESCs, predicting that if Hdac6 is necessary for Tip60-p400 recruitment, *Hdac6* KD should result in diminished Tip60 enrichment at many of its target genes. 

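Averaged over all 36733 rows, Tip60 signal downstream of the TSS (−100 to 300 bp) was 0.183 ppm upon GFP KD and 0.150 ppm upon Hdac6 KD, a change of −18.0% (95% bootstrap interval −18.8 to −17.1%; permutation p = 1e-05, the smallest possible; no replicates), with lower values in 22074 rows and higher values in 13819. Upstream of the TSS (−600 to −200 bp) the averages were 0.178 and 0.158 ppm, a change of −10.8% (−11.5 to −10.1%; permutation p = 1e-05). Per row, the downstream change exceeded the upstream change by −0.0138 ppm on average (−0.0157 to −0.0118 ppm; permutation p = 1e-05), and was the lower of the pair in 19138 rows and the higher in 16933. In the flanks the average fell from 0.148 to 0.139 ppm, and the untagged control had 0.150 ppm in the downstream window and 0.1603 ppm in the upstream window. By p400 ChIP-seq signal, the downstream change was −29.7% in the top 10% of rows, −21.9% in the next 20%, −21.3% in the middle 30% and −9.36% in the last 40%. Subtraction of the untagged control moved the downstream change most, to −98.2%, and subtraction of the flank signal moved the upstream change most, to −34.9%. The untagged control had 0.151 ppm in the flanks, above the 0.139 ppm upon Hdac6 KD. Part of the −98.2% is therefore a difference in level between samples that is also present far from the TSS. Equal totals in both samples gave −9.28% downstream and −1.28% upstream (permutation p = 0.002). An alternative chosen after seeing the data was the only one under which the tests no longer found a change: each Hdac6 KD value was divided by the ratio of Hdac6 KD to GFP KD signal in flank windows of the same GC content. The downstream change was then 0.696% (−0.206 to 1.59%; permutation p = 0.13), the upstream change −0.191% (permutation p = 0.63), and the difference between them 0.00162 ppm (permutation p = 0.13). From the larger change downstream of the TSS in the averaged profiles and heat maps, the paper concludes that Hdac6 is needed for Tip60 binding downstream of the TSS at many target genes and, to a lesser degree, upstream.

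**Figure D3:**
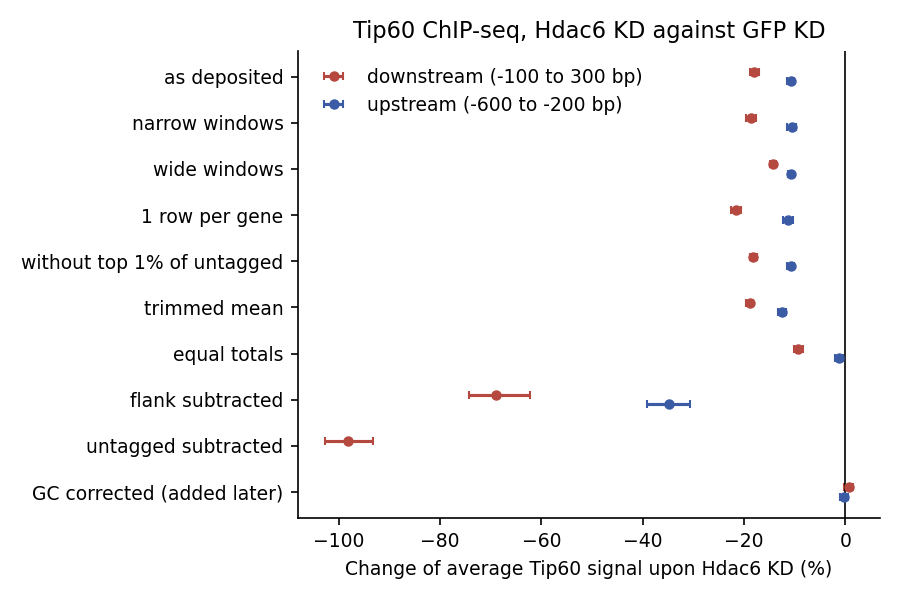
Percent change of the average Tip60 signal upon Hdac6 KD against GFP KD (horizontal axis) downstream and upstream of the TSS under each setting (rows); points are averages over the rows of single samples and bars are 95% bootstrap intervals over rows. The points lie below 0 under every setting but the GC correction, where the downstream point is at 0.696% and the upstream point at −0.191%; no upstream point is drawn with the untagged control subtracted, because the Hdac6 KD average was then −0.00189 ppm.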

We observed a striking difference in Tip60 binding upon *Hdac6* KD compared to control cells: Tip60 enrichment downstream of the TSS was strongly reduced at many target genes in *Hdac6* KD ESCs, along with a modest decrease in enrichment upstream of the TSS (Figure 6A–B). Importantly, the reduction of Tip60 binding upon *Hdac6* KD was most severe at genes whose expression is regulated by Tip60-p400, compared to genes not regulated by the complex (Figure 6C, Figure 6—figure supplement 1). To confirm these findings, we tested the effects of *Hdac6* KD or mutation on the p400 subunit of Tip60-p400 complex, finding that *Hdac6* loss also strongly reduced p400 binding (Figure 6D–E, Figure 6—figure supplement 2).

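In the ChIP-seq data, average p400 promoter signal (−500 to 500 bp, 22704 rows) was 0.254 ppm upon GFP KD and 0.175 ppm upon Hdac6 KD, a change of −31.3% (95% bootstrap interval −31.7 to −30.8%; permutation p = 1e-05, the smallest possible; no replicates). The signal was lower in 16678 rows and higher in 5807, while the flank signal was 0.155 and 0.151 ppm. In the exact test of single rows, 2981 rows (13.1%) had a reduced and 68 an increased number of reads at an adjusted p below 0.05. Of the 19 genes named in the paper that were examined, 15 had lower p400 signal, and 4 of these had an adjusted p below 0.05. The median change over all 19 was −43.5%. At *Zfp37* the reads fell from 45 to 22 (a change of −61.5%, exact p = 0.000296, adjusted p = 0.00316 over 96 comparisons). Subtraction of the flank signal moved the average change most, to −75.6%, and equal totals in both samples gave −16.8%. From the reduced p400 signal, together with ChIP-qPCR in *Hdac6* KD and mutant cells, the paper concludes that p400 binding, too, is strongly reduced when Hdac6 is lost. The ChIP-qPCR data are not in the files analysed here.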

**Figure 6.**
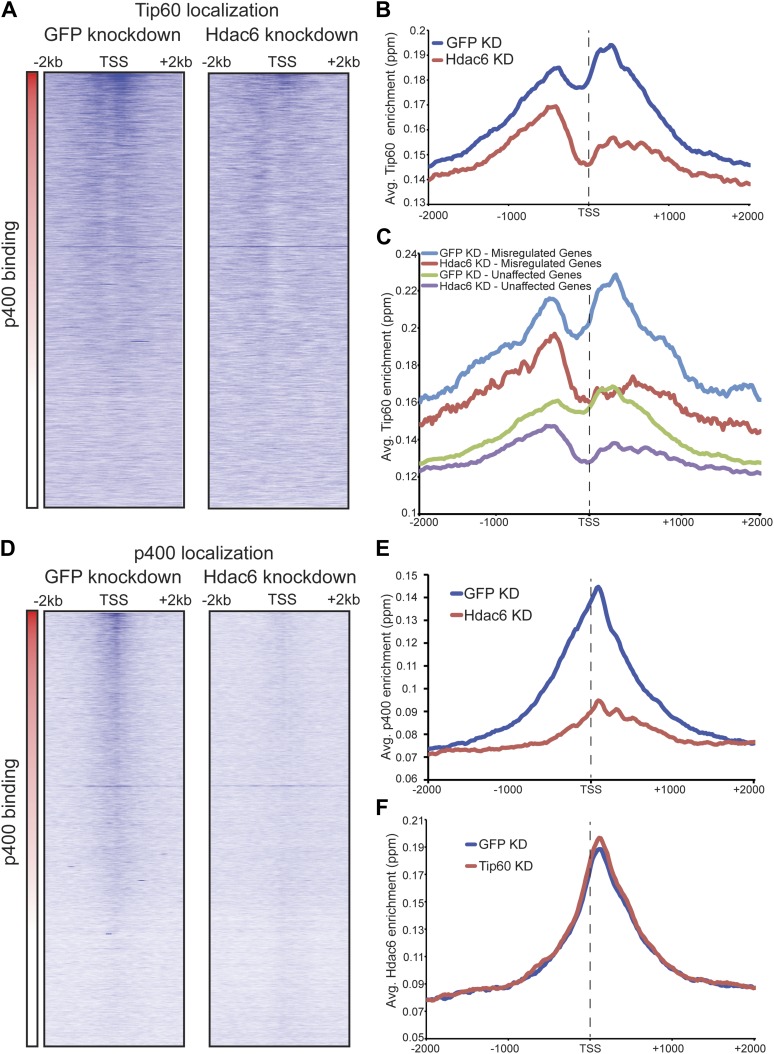
Hdac6 is necessary for normal Tip60 binding to its targets on chromatin. (**A**) Heat map representations of Tip60 binding as measured by ChIP-seq in Tip60-H3F ESCs upon *GFP* KD or *Hdac6* KD. Data are sorted by p400 binding as in Figure 3A. (**B**) Averaged Tip60 binding upon *GFP* KD or *Hdac6* KD are shown relative to the TSS. (**C**) *Hdac6* KD mainly reduces Tip60 enrichment at genes that are misregulated upon *Tip60* KD. Average Tip60 binding profiles upon *GFP* KD or *Hdac6* KD are shown for genes misregulated upon *Tip60* KD (adjusted p<0.1) and genes that are unaffected. (**D**) Heat map representations of p400 binding as measured by ChIP-seq using an antibody against endogenous p400 in control and *Hdac6* KD ESCs. Genes are sorted exactly as in (**A**). (**E**) Average p400 binding profiles upon *GFP* KD or *Hdac6* KD are shown relative to the TSS. (**F**) *Tip60* KD does not affect Hdac6 binding. Average Hdac6 binding profiles upon *GFP* KD or *Hdac6* KD are plotted as in (**B** and **E**). **DOI:** http://dx.doi.org/10.7554/eLife.01557.026

**Figure 6—figure supplement 1.**
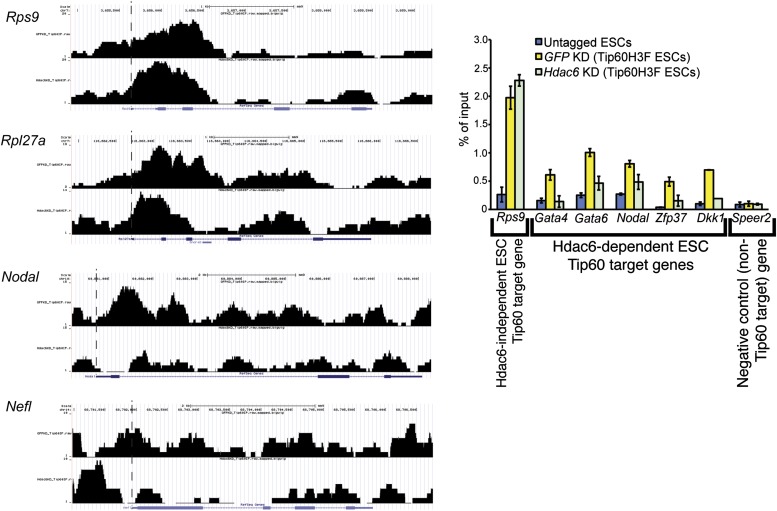
Reduced levels of Tip60 binding to differentiation genes upon *Hdac6* KD. (Left) Example genomic loci showing Tip60 binding as measured by ChIP-seq upon *GFP* KD or *Hdac6* KD. The first two panels show that Tip60 binding to the promoter regions of highly expressed genes (*Rps9*, *Rpl27a*) is relatively unaffected by *Hdac6* KD. 

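Tip60 signal at these genes was read from the deposited profiles in the window from −100 to 300 bp. *Rps9* is a protein-coding gene on chromosome 7 of mm9, plus strand, annotated from 3655595 to 3658503, and the files place its TSS at 3655643. It had 12 reads upon GFP KD (0.408 ppm) and 20 reads upon Hdac6 KD (0.753 ppm), a change of 84.4% (exact p = 0.110, adjusted p = 0.371 over 96 comparisons; no replicates). *Rpl27a*, on the same chromosome and strand from 116662661 to 116665881 with its TSS at 116662709, had 13 reads (0.420 ppm) and 15 reads (0.552 ppm), a change of 31.5% (exact p = 0.572, adjusted p = 0.996). The untagged control had 0.226 ppm at *Rps9* and 0.111 ppm at *Rpl27a*. No change was detectable at this depth: the 95% intervals of the read ratios ran from −13.6 to 316% and from −43.0 to 193%. *Rps9* moved most with the untagged control subtracted, to 189%, and *Rpl27a* with the window widened to the 1000 bp downstream of the TSS, to −29.0%. The paper describes Tip60 binding at these highly expressed genes as relatively unaffected by Hdac6 KD.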

The second two panels show that Tip60 binding to the promoter regions of differentiation genes (*Nodal*, *Nefl*) is strongly reduced downstream of the TSS upon *Hdac6* KD. 

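*Nodal* is a protein-coding gene on chromosome 10 of mm9, plus strand, annotated from 60880720 to 60888086, and the files place its TSS at 60881048. Its downstream window held 12 Tip60 reads upon GFP KD (0.393 ppm) and 1 read upon Hdac6 KD (0.0373 ppm), a change of −90.5% (95% interval −99.8 to −37.3%; exact p = 0.00398, adjusted p = 0.0318 over 96 comparisons; no replicates). The untagged control had 0.407 ppm in the same window. *Nefl*, on chromosome 14, plus strand, from 68701920 to 68707152 with its TSS at 68701941, had 6 reads (0.208 ppm) and 4 reads (0.149 ppm), a change of −28.1% (−84.6 to 213%; exact p = 0.757, adjusted p = 1), which is within the sampling noise at this depth; the untagged control had 0.189 ppm. Of the 19 genes named in the paper that were examined, 13 had lower and 6 higher downstream Tip60 signal upon Hdac6 KD, and *Nodal* alone had an adjusted p below 0.05. With the window widened to the 1000 bp downstream of the TSS, the change at *Nodal* was −62.3% (exact p = 0.00635). In the narrow window from 0 to 200 bp it was −88.8% and no longer past the threshold (exact p = 0.0735). For *Nefl*, subtraction of the untagged control moved the value most, to −320%, since the Hdac6 KD signal lay below the control. From the tracks at these genes, the paper concludes that Tip60 binding to differentiation genes is strongly reduced downstream of the TSS. It also shows anti-FLAG ChIP-qPCR near the promoters of target genes, which was not examined here.

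**Figure D4:**
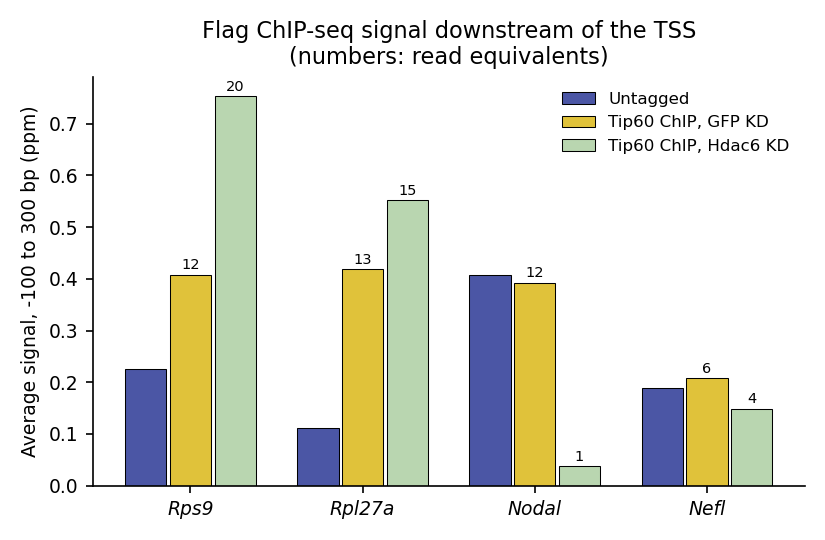
Average Flag ChIP-seq signal from −100 to 300 bp around the TSS in ppm (vertical axis) for 4 genes (horizontal axis) in untagged ESCs and in Tip60-H3F ESCs upon GFP KD and Hdac6 KD; each bar is 1 sample without replicates, and numbers above the Tip60 bars are reads. *Nodal* goes from 12 reads to 1 and *Nefl* from 6 to 4, while *Rps9* goes from 12 to 20 and *Rpl27a* from 13 to 15.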

(Right) Anti-FLAG ChIP-qPCR data are shown for the indicated ESCs at the promoter-proximal regions of the target genes shown. Note that *Speer2* is a negative control locus to which Tip60-p400 does not bind. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.027

**Figure 6—figure supplement 2.**
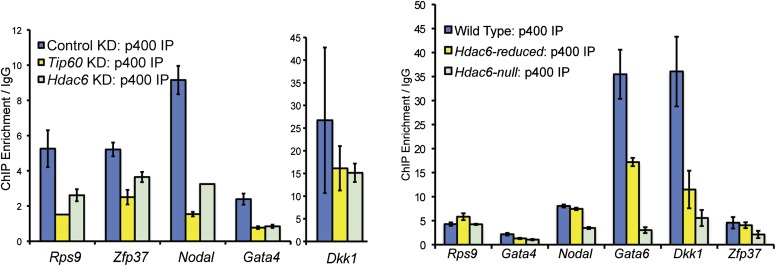
Reduced levels of p400 binding to differentiation genes upon *Hdac6* KD. Effects of *Tip60* or *Hdac6* KD (left) or mutation (right) on p400 binding to target genes. Anti-p400 ChIP-qPCR data are shown for the indicated KDs/mutations at the promoter-proximal regions of target genes. Data are normalized to IgG background ChIPs. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.028

**Figure 6—figure supplement 3.**
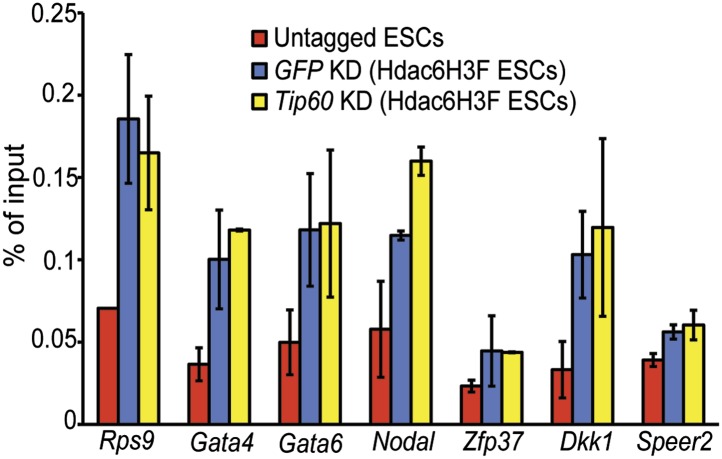
Hdac6 binding is unaffected by *Tip60* KD. Anti-FLAG ChIP-qPCR data are shown for the indicated ESCs at the promoter-proximal regions of target genes. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.029

Although we found that Hdac6 was required for Tip60 binding downstream of the TSS at most of its target genes, it remained possible that Tip60 was also required for Hdac6 to bind the same genes. 

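Single rows were tested for a change of Tip60 promoter reads (−500 to 500 bp) upon Hdac6 KD. More rows lay below the number of reads expected from the depth of the samples (22268 of 36733) than above it (13782). By the exact conditional binomial test, 0.422% of the rows were reduced and 0.0517% (19 rows) increased at an adjusted p below 0.05. A row had a median of 21 reads in both samples together, which limits what the test can find. In simulated data of the same depth with 200 rows changed 4-fold, 31% of the changed rows were found. Of the rows called, 7.46% were unchanged ones. The changed rows were drawn only from rows with more reads than the upper quartile of 17 upon GFP KD. A typical row has fewer reads, so a smaller share would be found there. The count of reduced rows moved most with the window widened to 1000 bp on either side, to 562, with 82 increased. To show rows with enough reads, 5 genes were chosen by their change, among 461 rows with top 10% p400 signal and untagged signal at or below the median, so their values are the extremes by selection. At *Slc7a1* (chromosome 5, minus strand, TSS 149211455) Tip60 reads downstream of the TSS fell from 51 to 17 (a change of −63.1%) and p400 promoter reads from 88 to 24 (−77.9%). At *Xpot* (chromosome 10, minus strand, TSS 121063372) they fell from 38 to 5 (−85.0%) and from 74 to 23 (−75.4%). The others were *Snx5*, the gene that shares its bidirectional promoter on chromosome 2, and *Sfrs6*. In the paper, the lower Tip60 signal at many rows is the ground for asking the converse question, whether Hdac6 in turn depends on Tip60.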

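Hdac6 binding was measured in Hdac6-H3F ESCs with the Flag antibody upon GFP KD and upon Tip60 KD, 72 hr after infection, with 1 sample per condition and no replicates. In the sample labels the title of the latter sample names Tip60 and its genotype names Hdac6 as the gene knocked down. The legend of Figure 6F is also divided: its heading names Tip60 KD and its description of the profiles Hdac6 KD. The sample was taken as Tip60 KD because the paper's text and the key of Figure 6F say so. The authors made the values as for the other samples, as coverage in ppm every 20 bp around 36733 TSSs. They were normalized to 11586200 reads upon GFP KD and 9226710 upon Tip60 KD, with a median of 10 reads (interquartile range 6 to 16) and 8 reads (4 to 13) per row within 500 bp of the TSS. Isolated reads covered 148 and 149 bp, and the flank signal was 0.0878 and 0.0877 ppm, so the pair can be compared in ppm. Averages, intervals and tests were computed as for Tip60. The reads of the untagged control cover 299 bp. Its unscaled subtraction, set before the files arrived, left averages below 0, so it was also subtracted after scaling by 0.497, the ratio of the read spans, a step chosen after seeing the data.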

To test this possibility, we mapped Hdac6 binding in control and *Tip60* KD ESCs. 

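Average Hdac6 promoter signal (−500 to 500 bp) was 0.140 ppm upon GFP KD and 0.144 ppm upon Tip60 KD, a change of 2.47% (95% bootstrap interval over rows 2.00 to 2.95%; permutation p = 1e-05, the smallest possible; no replicates), with higher values in 18541 rows and lower values in 17367. With a single sample of each, a change of this size cannot be compared with the variation between cultures. The smoothed profile had its maximum at 100 bp in both samples, with 0.169 and 0.175 ppm. By the exact test of single rows, 0 of 36733 rows were reduced and 1 was increased at an adjusted p below 0.05. The median was 19 reads per row in both samples together, a depth close to that of the Tip60 rows. There, 31% of the rows changed 4-fold in simulated data were found, and these were drawn from rows above the upper quartile of reads. At a typical row the test would find less. Of the 19 genes named in the paper that were examined, 12 had lower and 7 higher Hdac6 promoter signal, none with an adjusted p below 0.05. Subtraction of the flank signal moved the average change most, to 6.80%, and the trimmed mean gave 1.44%. The paper reasons from the unchanged profile, together with ChIP-qPCR at target genes, that Tip60 is dispensable for Hdac6 binding, whereas Tip60 binding requires Hdac6. The ChIP-qPCR was not examined here.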

In contrast to Tip60’s requirement for Hdac6, *Tip60* KD had no effect on Hdac6 localization (Figure 6F, Figure 6—figure supplement 3). Together, these data support a model in which Hdac6 binds to Tip60-p400 via its deacetylase domains, helping to recruit the complex to target promoters. In addition, these data rule out the possibility that Tip60-p400 represses differentiation genes by recruiting Hdac6 to these sites, since common targets of Tip60-p400 and Hdac6 were misregulated upon *Tip60* KD even though Hdac6 localization was unaffected.

### Hdac6 is required for normal ESC proliferation, colony formation, and robust differentiation but not self-renewal

Previously, we showed that ESCs depleted of Tip60-p400 subunits exhibited two prominent phenotypes: a failure to self-renew under conditions favoring ESC growth and a defect in the formation of embryoid bodies (EBs) under conditions favoring differentiation (Fazzio et al., 2008a). In contrast, while deletion of *Hdac6* in ESCs was reported to cause a defect in colony formation, as well as a slight proliferation defect, *Hdac6* KO ESCs could nonetheless continue to self-renew (Zhang et al., 2003), and mice derived from *Hdac6* KO ESCs are viable. However, it was unclear from previous reports whether *Hdac6* KO or KD might result in impaired ESC differentiation in vitro, similar to that of *Tip60* KD. To test this possibility, we first confirmed that *Hdac6* KD ESCs exhibited colony formation and proliferation defects similar to those described for *Hdac6* KO ESCs. Indeed, we observed a significant decrease in colony formation and size in both *Hdac6* KD and *Tip60* KD ESCs (Figure 7A). Furthermore, *Hdac6* KD ESCs had a small but reproducible decrease in proliferation rate, while *Tip60* KD caused a somewhat more severe proliferation defect (Figure 7B), consistent with previous studies (Zhang et al., 2003; Fazzio et al., 2008a). Next, we tested whether EB formation or cellular differentiation might be impaired upon *Hdac6* KD, as we previously observed upon KD of genes encoding known Tip60-p400 subunits *Tip60*, *p400*, or *Dmap1* (Fazzio et al., 2008a). EBs are thought to roughly mimic the embryonic state, as cells proliferate within spherical aggregates that subsequently develop cystic structures and differentiate into cells from all three germ layers (Martin and Evans, 1975). Indeed we found that, similar to *Tip60* KD ESCs, *Hdac6* KD ESCs formed EBs that were significantly smaller and more heterogeneous than control KD ESCs (Figure 7C). Furthermore, both *Hdac6* and *Tip60* KD EBs exhibited delayed induction of several differentiation markers during a time course of ESC differentiation (Figure 8). Thus, while *Hdac6* loss results in only modest phenotypes in self-renewing ESCs, it is necessary for normal EB formation and cellular differentiation in vitro, consistent with its role in Tip60-p400 recruitment to differentiation genes.

**Figure 7.**
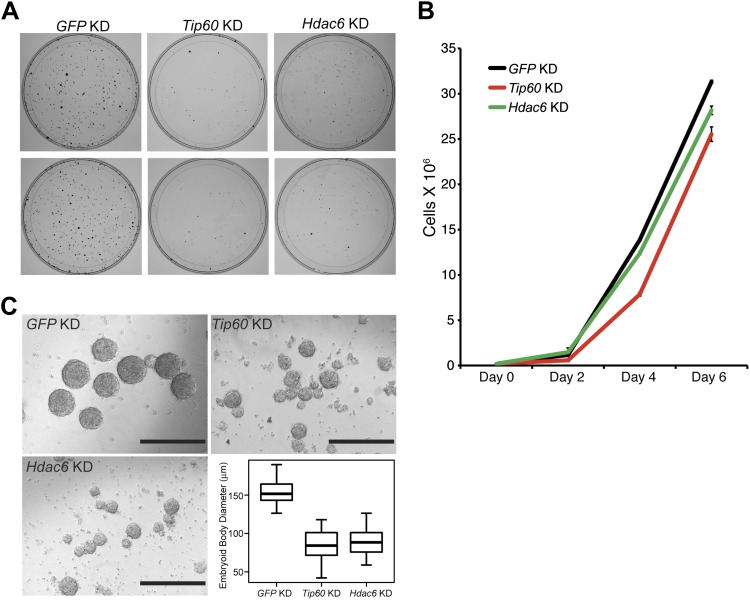
Hdac6 is necessary for ESC colony and EB formation. (**A**) Colony formation assays. Indicated KD ESCs were plated at clonal density and grown for seven days, at which time they were stained with crystal violet for visualization. (**B**) Growth curve. ESCs were infected with shRNA expressing viruses as shown and cultured in normal ESC medium. Cells were counted at the times indicated. (**C**) EB formation assay. Left and upper right: Brightfield images of EBs formed by hanging-drop cultures of ESCs knocked down as indicated, then cultured in differentiation medium, as described in ‘Materials and methods’. Scale bars equal 400 μm. Lower right: box plot quantification of the range of EB sizes by diameter. The upper and lower limits of the box correspond to the 75th and 25th percentiles of each KD, respectively, and the dark line corresponds to the median of each box. At least 88 EBs were measured for each KD. **DOI:** http://dx.doi.org/10.7554/eLife.01557.030

**Figure 8.**
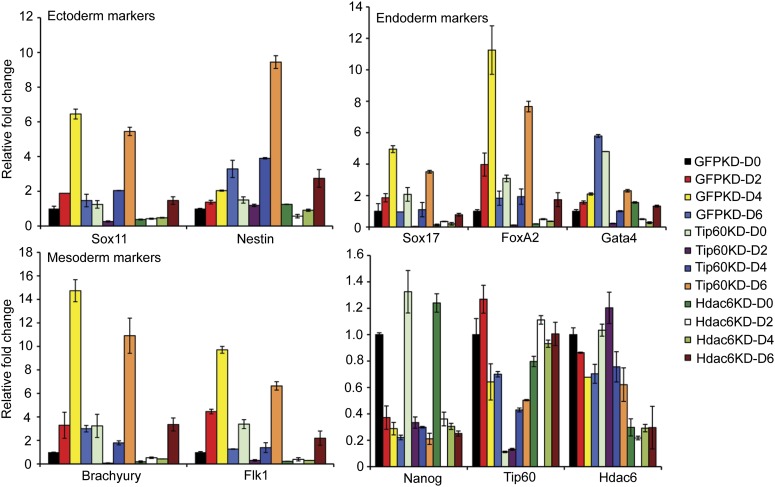
Impaired differentiation of *Hdac6* KD ESCs. Indicated KDs were differentiated for 0, 2, 4, or 6 days. At the indicated time points, RNA was isolated and RT-qPCR quantification of several differentiation markers of each primary germ layer was performed. Data shown are mean ± SD of three technical replicates from one representative experiment of two biological replicates performed. **DOI:** http://dx.doi.org/10.7554/eLife.01557.031

## Discussion

In this study, we showed that Hdac6 interacts with Tip60-p400 complex in ESCs, NSCs, and some cancer cell types, and is necessary for the proper regulation of most genes regulated by Tip60-p400 in ESCs. For a majority of Tip60-p400 target genes, we found that Hdac6 facilitated Tip60-p400 binding to its gene targets. Interestingly, while Hdac6 does not appear to deacetylate histones in vivo, we found that its catalytic domains were necessary for interaction with Tip60-p400 complex. Hdac6 has well established deacetylase activity directed against several cytoplasmic proteins, most notably tubulin (Hubbert et al., 2002), leaving open the possibility that, in stem cells, it may deacetylate some nuclear protein(s) that remain to be discovered.

Tip60-p400 binds chromatin near the 5′ ends of genes in two peaks surrounding the TSS: an upstream peak that does not overlap with Hdac6 and is moderately sensitive to its loss, and a downstream peak that overlaps with and more strongly requires Hdac6 (Figure 9). Recruitment of Tip60-p400 is the only apparent function of Hdac6 in gene regulation, since Hdac6 binding is maintained upon *Tip60* KD, while gene silencing is not. These data contrast with previously observed genetic interactions of mammalian Tip60 with other HDACs, in which Tip60 recruitment counteracts the repressive effects of HDACs on common targets (Baek et al., 2002), although similarities in gene expression profiles between Tip60 loss of function and chemical inhibition of HDACs have been reported in *Drosophila* (Schirling et al., 2010).

**Figure 9.**
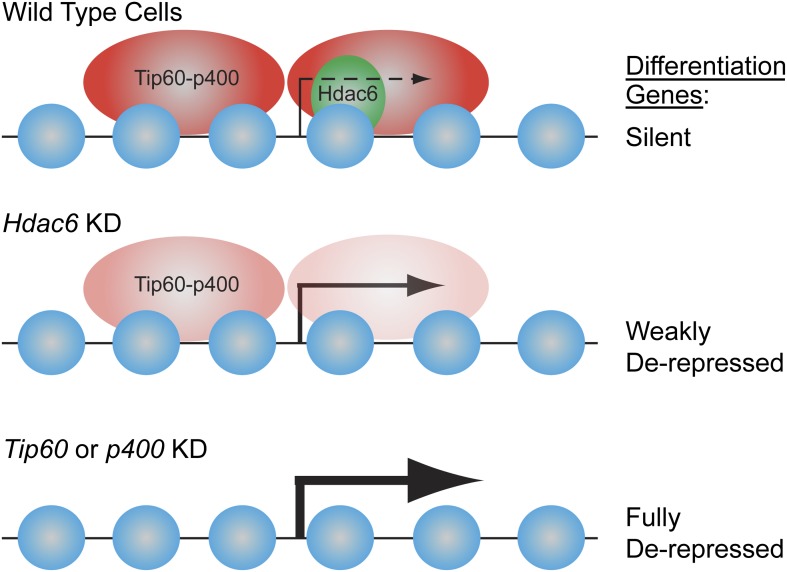
Model for Hdac6- and Tip60-p400-dependent repression of differentiation genes in ESCs. In the presence of Hdac6, Tip60-p400 binds both upstream and downstream of TSSs and differentiation genes are silenced. In the absence of Hdac6, Tip60-p400 binding is reduced causing de-repression of differentiation genes. Tip60-p400 binding downstream of target TSSs appears to be more strongly affected by *Hdac6* KD. Note that Hdac6 also appears to affect the activation of some genes (not depicted), also by recruitment of Tip60-p400 complex. **DOI:** http://dx.doi.org/10.7554/eLife.01557.032

We found that *Hdac6* KD or mutation recapitulates most phenotypes of ESCs lacking Tip60 or p400: de-repression of many differentiation genes, impaired colony formation, a slower proliferation rate, impaired EB formation, and delayed kinetics of differentiation. Consistent with the phenotypes shared by *Hdac6* KD and *Tip60* KD ESCs, both *Hdac6* KD and loss-of-function mutations of Tip60-p400 subunits were previously shown to impair anchorage-independent growth and increase DNA damage sensitivity in cancer cells (Feng et al., 2003; Lee et al., 2008; Wang et al., 2012). However, unlike *Tip60* (Hu et al., 2009), *Hdac6* KO ESCs can self-renew and are competent for mouse development (Zhang et al., 2008), strongly suggesting that the defect observed for *Hdac6* KD ESCs in vitro is overcome in the embryo by compensatory mechanisms. Since Hdac6 is only partially required for Tip60-p400 function in ESCs, the levels to which Tip60 and Hdac6 target genes are misregulated within the ICM of Hdac6^−/−^ embryos may not be severe enough to induce a developmental arrest. In addition, since Hdac6 appears to function within the nucleus in only a subset of cell types (stem and progenitor cells), the effect of *Hdac6* loss on gene regulation is likely much more limited than that of *Tip60* loss throughout the embryo.

The dynamic regulation of Hdac6 localization during stem cell differentiation suggests that nuclear exclusion of Hdac6 may play a major role in gene regulation by reducing Tip60-p400 binding to specific sets of genes in differentiated cells. Consistent with this model, Hdac6-dependent Tip60-target genes in ESCs were not bound by Tip60 in MEFs (Figure 4—figure supplement 3), suggesting that Hdac6 does not play any role in Tip60-p400 regulation in these cells. It remains to be determined whether alternative proteins substitute for Hdac6 in differentiated cells to recruit Tip60-p400 to different promoters, or if alternative mechanisms of recruitment (e.g., binding to histone modifications or interaction with sequence-specific DNA-binding proteins) are more important upon differentiation.

Together, these studies identify a new, stem cell-specific mechanism by which Tip60-p400 is regulated, and uncover a role for Hdac6 in gene regulation. These findings differ substantially from established models of Hdac6 function as mainly a regulator of cellular motility and clearance of misfolded proteins via deacetylation of a small set of cytoplasmic targets, and suggest that cell type must be carefully considered when examining the phenotypes observed upon *Hdac6* loss of function. In addition, these studies lend support to the idea that different types of stem cells, as well as some cancer cells, share common features of chromatin structure that allow them to maintain their developmental potency, and provide one possible mechanistic link underlying this commonality. Re-localization of Hdac6 to the cytoplasm during stem cell differentiation could lead to expression of an alternate set of Tip60-p400 target genes. Conversely, after Hdac6 is restored to the nucleus upon cellular transformation, it may re-direct Tip60-p400 to a subset of its target genes that are normally stem cell-specific, potentially eliciting changes in gene expression that promote cancer development.

## Materials and methods

### Cells

ESCs were grown under feeder-free conditions and used for all ESC experiments. The *Tip60-H3F* and *Hdac6-H3F* lines were made by targeting into E14 (Hooper et al., 1987) and *Hdac6*^*tm1a(EUCOMM)Wtsi*^ ESCs were obtained from EUCOMM (clone EPD0519_4_C03). This clone expresses low levels of Hdac6 protein before introduction of CRE, while CRE addition converts the mutation to a deletion. Therefore, we refer to the Hdac6 alleles as *Hdac6*^*reduced*^ and *Hdac6*^*null*^ before and after CRE introduction, respectively. CRE was introduced by Lenti-LucS (Addgene plasmid 22778) lentiviral infection, and the cells were harvested 3 days later for RT-qPCR or ChIP.

Tip60-EGFP and Hdac6-HD mutant-HA expression: ES cells were infected with pLJM1puro lentiviral vectors containing mouse Tip60 cDNA fused to EGFP. The infected cells were selected by puromycin 3 days post-infection and Tip60 expression was checked by Western-blot. Hdac6 was cloned into pBabe HAII-hygro retroviral vector with or without previously described HD1 and HD2 mutations (Zhang et al., 2006). MEFs were infected with pBabe retroviral vectors containing wild-type or mutant mouse Hdac6 cDNAs. The infected cells were selected by hygromycin 3 days post-infection and Hdac6 expression was checked by Western-blot.

For imaging, embryoid bodies (EBs) were generated by placing 300 cells, after infection with shRNA-expressing lentiviruses as indicated, in 30 μl of medium lacking LIF and incubating in hanging-drop cultures. For examination of differentiation markers, 10^6^ cells were suspended in non-cell culture treated petri dishes for 2 days, and transferred to gelatin-coated cell culture dishes for another 4 days. RNA was isolated at the indicated time points. Mouse embryonic fibroblasts (MEFs) were isolated from *Tip60-H3F*/*+* or wild-type littermates using standard protocols (Coles et al., 2007) and mouse NSCs were isolated as previously described (Li et al., 2008).

Colony formation assay: control, *Tip60*, or *Hdac6* KD ESCs were plated 3 days after lentiviral shRNA infection. 2000 cells were seeded into each 10 cm dish and cultured for 7 days. The cells were fixed and stained with fixation-staining solution (6% glutaraldehyde, 0.5% crystal violet) for 30 min at room temperature followed by three washes with water.

For examination of Hdac6 redistribution during stem cell differentiation, ESCs were plated in N2B27 medium (Ying et al., 2003) and NSCs were plated in DMEM with 10% fetal bovine serum (FBS) for the number of days indicated. The cancer cell lines were grown in DMEM with 10% fetal bovine serum.

### RNAi

Lentiviral shRNA expression vectors from the TRC library (Thermo Fisher, Waltham, MA, USA) were obtained from the UMMS RNAi Core Facility. After screening through multiple shRNAs for each gene to be knocked down, we identified the most effective hairpin for each gene for subsequent experiments, listed as follows:

pLKO.1/shGFP: GCAAGCTGACCCTGAAGTTCAT
pLKO.1/shTip60: CGGAGTATGACTGCAAAGGTT
pLKO.1/shHdac6: CGCTGACTACATTGCTGCTTT

Lentiviral vectors and Lenti-X packaging plasmids were transfected into 293.T cells using Fugene6 (Roche, Branford, CT, USA). At 48, 60 and 72 hr after transfection, lentivirus-containing media were collected and concentrated over a 20% sucrose cushion by centrifugation at 14,000 rpm for 4 hr in an SW-28 rotor. Concentrated virus was re-suspended in 200 μl PBS, aliquoted, and stored at −80°C.

### Western blotting and immunoprecipitation

Cells were lysed using an NE-PER Extraction kit (Thermo Fisher) to isolate cytoplasmic and nuclear fractions. Western blotting was performed with antibodies against Hdac6 (Cat. 07-732; Millipore, Billerica, MA, USA), acetyl-Histone H4 (Cat. 06-866; Millipore), β-actin (Cat. A5316; Sigma, St. Louis, MO, USA), Flag-M2 (Cat. F1804; Sigma), p400 (Cat. A300-541A; Bethyl Labs, Montgomery, TX, USA), Dmap1 (Cat. 10411-1-AP; Proteintech Group, Chicago, IL, USA), GFP (Cat. ab290; Abcam, Cambridge, MA, USA), Pol II (Cat. sc-899; Santa Cruz Biotechnology, Santa Cruz, CA, USA), Acetylated Lysine (Cat. 9441S; Cell Signaling Technologies, Danvers, MA, USA), ubiquitin (P4D1), and HA (12CA5). For immunoprecipitation, the aliquots of nuclear extract were incubated with specific antibodies conjugated with protein G magnetic beads (New England Biolabs, Ipswich, MA, USA) or FLAG-M2 Agarose beads (Sigma) in IP buffer (50 mM Tris-HCl pH7.4, 250 mM NaCl, 0.1% Triton X-100, plus 1X HALT protease inhibitors (Thermo Fisher) overnight at 4°C. To examine the effect of inhibitors of Hdac6 on its interaction with Tip60 complex, beads were subjected to five additional washes with or without 10 μM tubastatin A (ChemieTek, Indianapolis, IN, USA).

### Tip60-p400 purification

Tip60 complex was purified from nuclear extracts of Tip60-H3F ESCs as described previously for Mbd3 (Yildirim et al., 2011). Briefly, nuclear extracts were subjected to sequential affinity purification steps using FLAG-M2 Agarose (Sigma) and TALON Agarose beads (Clontech Laboratories, Mountain View, CA, USA). The proteins purified from untagged control and Tip60-H3F cells were separated by SDS-PAGE and were either stained with SimplyBlue SafeStain (Invitrogen, Grand Island, NY, USA) after TCA precipitation and re-suspension in sample buffer or SilverXpress (Invitrogen) for visualization in Figure 1.

### LC-MS/MS

Affinity-purified samples were separated by SDS-PAGE gel, in-gel digested and analyzed by LC-MS and LC-MS/MS as described previously (Chu et al., 2006). Briefly, 1 ml aliquot of the digestion mixture was injected into a Dionex Ultimate 3000 RSLCnano UHPLC system with an autosampler (Dionex Corporation, Sunnyvale, CA, USA), and the eluant was connected directly to a nanoelectrospray ionization source of an LTQ Orbitrap XL mass spectrometer (Thermo Fisher). LC-MS data were acquired in an information-dependent acquisition mode, cycling between a MS scan (m/z 310-2000) acquired in the Orbitrap, followed by low-energy CID analysis in the linear ion trap. The centroided peak lists of the CID spectra were generated by PAVA (Guan and Burlingame, 2010) and searched against a database that consisted of the Swiss-Prot protein database, to which a randomized version had been concatenated, using Batch-Tag, a program in the in-house version of the University of California San Francisco Protein Prospector version 5.9.2. A precursor mass tolerance of 15 ppm and a fragment mass tolerance of 0.5 Da were used for protein database search. Protein hits are reported with a Protein Prospector protein score ≥22, protein discriminant score ≥0.0 and a peptide expectation value ≤0.01 (Chalkley et al., 2005). This set of protein identification parameters threshold did not return any substantial false positive protein hit from the randomized half of the concatenated database.

### Chromatin immunoprecipitation

The cells from ∼80% confluent 10 cm dishes were crosslinked by adding fixation solution (1% formaldehyde, 0.1M NaCl, 1 mM EDTA, 50 mM HEPES⋅KOH pH 7.6) for 10 min at room temperature. Crosslinking was quenched with 125 mM Glycine for 5 min. The cells were washed twice with cold PBS containing protease inhibitors (Roche), and pelleted at 1000×*g* for 5 min at 4°C. The cell pellets were either flash frozen in liquid nitrogen and stored at −80°C or immediately sonicated. The pellets were resuspended in Lysis buffer 1 (50 mM HEPES⋅KOH pH 7.6, 140 mM NaCl, 1 mM EDTA, 10% (vol/vol) Glycerol, 0.5% NP-40, 0.25% Triton X-100) including protease inhibitors and incubated for 10 min at 4°C. After centrifugation at 1350×*g* for 5 min, the pellets were resuspended in Lysis buffer 2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) containing protease inhibitors and incubated for another 10 min at 4°C. The pellets were collected after centrifugation at 1350×*g* for 5 min and resuspended in Lysis buffer 2 for sonication. The samples were sonicated in a Bioruptor (UCD-200; Diagenode, Delville, NJ, USA) set to high for three cycles (10 min per cycle with 30 s on/ 30 s off) to generate 300–1000 base-pair fragments. The supernatants were collected after a 13,000 rpm spin for 10 min at 4°C. 50-μl Protein G Magnetic beads (New England Biolabs) were washed twice with PBS with 5 mg/ml BSA and 10 μg of anti-Flag M2 antibody (Sigma) coupled in 500 μl PBS with 5 mg/ml BSA overnight at 4°C. Immunoprecipitation was performed with antibody-coupled beads and sonicated supernatants in ChIP buffer (20 mM Tris-HCl pH8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100) overnight at 4°C. The magnetic beads were washed twice with ChIP buffer, once with ChIP buffer including 500 mM NaCl, four times with RIPA buffer (10 mM Tris-HCl pH8.0, 0.25M LiCl, 1 mM EDTA, 0.5% NP-40, 0.5% Na⋅Deoxycholate), and once with TE buffer (pH 8.0). Chromatin was eluted twice from washed beads by adding elution buffer (20 mM Tris-HCl pH8.0, 100 mM NaCl, 20 mM EDTA, 1% SDS) and incubating for 15 min at 65°C. The crosslinking was reversed at 65°C for 6 hr and RNase A (Sigma) was added for 1 hr at 37°C followed by proteinase K (Ambion, Carlsbad, CA, USA) treatment overnight at 50°C. ChIP-enriched DNA was purified using Phenol/Chloroform/Isoamyl alcohol extractions in phase-lock tubes. Then, chromatin was analyzed by qPCR using a SYBR FAST universal kit (KAPA Biosystems, Woburn, MA, USA) with specific primers (Supplementary file 1A).

### ChIP-seq

#### Library construction

Chromatin immunoprecipitation and deep sequencing library construction were performed using minor modifications of our chromatin immunoprecipitation protocol. The samples were crosslinked and prepared as described previously (Yildirim et al., 2011). The samples were transferred into 15 ml Falcon tubes and sonicated in a Bioruptor set to high for two cycles (10 min for one cycle with 30 s on/ 30 s off). ChIP samples were end-repaired, A-tailed, and adaptor-ligated using barcoded adaptors according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). DNA purification on Zymo Research PCR purification columns was performed following each enzyme reaction (Zymo Research, Irvine, CA, USA). The adaptor-ligated material was then PCR amplified with Phusion polymerase using 16 cycles of PCR before size selection of 200–300 bp fragments on a 2% agarose gel. The library was purified using a Zymo Gel Extraction kit, its concentration was determined using a NanoDrop (Thermo), and the integrity of each library was confirmed by sequencing 10–20 individual fragments per library. Libraries with different barcodes were pooled together and single-end sequencing (50 bp) was performed on an Illumina HiSeq2000 at the UMass Medical School deep sequencing core facility.

#### Data analysis

Raw FastQ reads were first collapsed by sequence and the read occurrences were kept. The reads were then mapped to the mm9 genome using bowtie allowing at most one mismatch in every alignment. For multimappers, only one alignment was chosen randomly by the M 1 parameter setting. Each aligned location was extended downstream to a length of 150 bp. Any extension that exceeded the end of the chromosome was clipped. The extended mapped locations overlapping with simple repeats annotated by RepBase were removed. For each remaining read along with its occurrence, we calculated the relative distance to the nearest TSS and for each TSS tallied the sum of read occurrence from its upstream 2000 bp to downstream 2000 bp. The occurrences were normalized and binned in 20 bp intervals. Deep sequencing data can be obtained from GEO (http://www.ncbi.nlm.nih.gov/geo/), accession: GSE42329.

### Microarray analysis

5 μg of total RNA from control (GFP), *Tip60*, *Hdac6* KD or double KD ESCs was subjected to RNA amplification and labeling using the Low Input Quick Amp Labeling Kit protocol (Agilent, Santa Clara, CA, USA) with minor modifications. Briefly, cRNA was amplified by in vitro transcription with amino-allyl UTP (3:2 ratio for amino-ally UTP: UTP) overnight at 37°C. Then, cRNA was purified using Zymo RNA purification columns and labeled with Cy3 (GE Healthcare, Uppsala, Sweden) at room temperature for 60 min in the dark. The fluorescence intensity of Cy3 was determined by NanoDrop and 50 picomoles of cRNA was used for fragmentation and hybridization on Agilent 4X44K mouse whole-genome microarrays. Slides were scanned on Agilent DNA microarray scanner G2565CA and fluorescence data were obtained using Agilent Feature Extraction software at the UMass Medical School genomics core facility. The expression profiles from two biological replicates were analyzed as previously described (Yildirim et al., 2011). Enrichment of Gene Ontology terms and categories was performed with DAVID 6.7 (Huang et al., 2009a, 2009b). Microarray data can be obtained from GEO (http://www.ncbi.nlm.nih.gov/geo/), accession: GSE42329.

How the deposited data were processed for this re-analysis (not part of the article)

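The files hold ChIP-seq profiles of 7 samples of mouse ESCs, 1 per condition and without replicates: Flag ChIP of Tip60-H3F ESCs upon GFP KD and Hdac6 KD, Flag ChIP of Hdac6-H3F ESCs upon GFP KD and Tip60 KD, Flag ChIP of untagged ESCs, and ChIP of endogenous p400 upon GFP KD and Hdac6 KD. The knockdown samples were taken 72 hr after infection. Conditions come from the sample labels and the paper.

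The values are coverage signal that the authors computed and deposited. As the paper describes, reads from single-end sequencing were collapsed by sequence with their occurrences kept, mapped to mm9 with bowtie allowing at most 1 mismatch, placed at a random match where there were several, extended downstream, cleared of simple repeats, summed around each TSS from −2000 to 2000 bp, normalized and binned every 20 bp. The bowtie version, the normalization and the TSS list are not stated. Each row has 201 positions. The Flag ChIP files have 36733 rows and the p400 files 22704, which are the rows with a RefSeq identifier. Rows were joined between the kinds of file by identifier and file order; on the 53 pairs of rows where the order could be tested, the values matched in file order in 53 and in swapped order in 0. The position of a row plus 1 is an annotated transcript start in 14842 rows (40.4%) of the mm9 annotation used for gene coordinates.

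Depth was read from the values, which are whole multiples of a step. The samples were normalized to 21339300 (Tip60, GFP KD), 19161100 (Tip60, Hdac6 KD), 11586200 (Hdac6, GFP KD), 9226710 (Hdac6, Tip60 KD), 23146800 (untagged), 25308300 (p400, GFP KD) and 31375600 reads (p400, Hdac6 KD). The median number of reads per row within 500 bp of the TSS was 12, 9, 10, 8, 12, 21 and 19 in the same order. Reads per row are summed signal divided by the step and by the span of an isolated read, rounded. The span was 299 bp in the Tip60, untagged and p400 files and 148 to 149 bp in the Hdac6 files.

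From these values, averages over rows were computed in windows around the TSS (downstream −100 to 300 bp, upstream −600 to −200 bp, promoter −500 to 500 bp) with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and drawn with matplotlib 3.10.9. Changes between samples are percent changes of these averages. They carry 95% bootstrap intervals over rows (2000 resamples) and sign-flip permutation tests (100000 resamples). Groups of rows were compared by permutation of the group labels, overlaps by the hypergeometric distribution, and correlations across rows by Pearson's r and Spearman's rho with permutation p-values adjusted over a family of 6. Single rows and named genes were tested on reads by an exact conditional binomial test with Benjamini-Hochberg adjustment. All of these describe variation between rows or the sampling of reads within single samples; no test can cover the variation between cultures. The design of each test, the alternatives and the rule for named genes were fixed before the files arrived. The design left open whether reads per row could be had, and they could.

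The genes named in the text are those the paper names with ChIP data or in its RT-qPCR panels, the genes for Tip60 and Hdac6, and 5 genes chosen by the summed rank of the fall in Tip60 and p400 promoter signal upon Hdac6 KD among 461 rows with top 10% p400 signal and untagged signal at or below the median. Of the names in the paper, 19 are in the files and 5 are not.

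The scripts were tested on simulated data. With 200 rows changed 4-fold, the row test found 31% of them at the Tip60 depth and 64.5% at the p400 depth, and 7.46% and 4.44% of the rows called were unchanged ones. The changed rows were drawn from rows with a minimum of reads. At the Tip60 depth this minimum exceeded the upper quartile of 17 reads per row. The GC correction, applied to simulated windows made with a fall of 20%, returned a change of −19.7%, and for windows made without a change it returned 0.631%. The simulated flank windows held no binding and followed a smooth trend with GC content. The simulation therefore does not test the correction where flank windows are bound, or as few as in the data at the highest GC content.

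The alternatives were narrower and wider windows, subtraction of the flank signal or of the untagged control, equal totals, 1 row per gene, removal of the 1% of rows with the highest untagged signal, trimmed means without the 10% highest and lowest rows, smoothing over 100 bp, other p400 rankings, fold cutoffs of 1.5 and 2 for bound rows, a stricter adjusted p of 0.01, and a minimum of 10 reads. After seeing the data, 3 more were added: the untagged control scaled to the read span, the Hdac6 profile widened to the longer read span, and a GC correction. For the last, each Hdac6 KD window was divided by the ratio of Hdac6 KD to GFP KD signal in flank windows within the same bin of 2.5 points of GC content. Claims that rest on expression data, p400 ChIP-chip, histone marks, ChIP-qPCR or fibroblasts were left out, because those data are not in the files analysed here.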

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

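TSSs without a RefSeq identifier are not discussed in the paper, and the p400 files leave them out. Over the 14029 such rows, Hdac6 promoter signal upon GFP KD was 1.37 times its flank signal and Tip60 promoter signal 1.14 times, against 1.01 times in the untagged control. Over the 22704 rows with a RefSeq identifier the ratios were 1.74, 1.26 and 1.02. These rows were flagged because both factors lie above the control there.

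One technical explanation is that reads of a nearby RefSeq TSS spill into such rows. In the 11266 rows more than 4000 bp from any RefSeq row, the ratio was 1.28 for Hdac6 and 1.09 for Tip60, and it was 1.01 in the untagged control, so the signal fell but stayed above the control by more than the 0.05 set as the limit before the test. Nearby RefSeq TSSs are therefore not needed for it. Binding of both factors at TSSs outside RefSeq is a hypothesis that may account for the rest. GC content and chromatin that is easily sheared were not tested at these rows, so the pattern cannot be told apart from them, and each ratio rests on 1 sample.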

How the results depend on the processing

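The main settings, the alternatives listed in the processing summary and the rule for named genes were chosen before the processed files arrived, apart from 3 added alternatives. A value was taken as unchanged if it kept its direction and its side of the test's threshold or, for positions, if it lay within the interval of the main value. Of 22 headline results, 14 were unchanged under every alternative set beforehand, and 11 when the added ones are counted. Among them are the fall of p400 promoter signal, the asymmetry and position of the Hdac6 peak, the top to last ratios and the correlations. Size was not judged: with the untagged control subtracted, the Tip60 ratio went from 2.74 to 36.2 and counted as unchanged. Where that subtraction left an average below 0, as for the Hdac6 asymmetry and ratio, there was no value and the counts leave it out. No alternative corrected the Hdac6 values for GC content. Of the alternative values of headline results, 113 were unchanged, 1 was weaker, 11 moved and 2 reversed.

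The added GC correction changed the Tip60 results. The downstream change went from −18.0% to 0.696%, the upstream change from −10.8% to −0.191%, and the difference between downstream and upstream from −0.0138 to 0.00162 ppm, none of which was past the test's threshold. The correction divides out a ratio between the libraries that falls with GC content in windows far from the TSS. Downstream windows have a mean GC content of 56.3% and upstream windows of 48.9%, which could explain why the former moved more. The same correction left the p400 change at −27.2%. It rests on few windows at the highest GC content, and it was chosen after seeing the data.

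With the untagged control subtracted, the Tip60 upstream maximum went from −400 bp to −100 bp, the border of the search, because the untagged profile dips at the TSS. The overlap of bound rows was 1930 with a fold cutoff of 2, against 4770, since the cutoff makes both sets smaller.

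Counts of single rows depended on the cutoff and the window, which set how many reads a row has. At an adjusted p of 0.01 the Tip60 rows reduced and increased were 34 and 2 (19 increased at 0.05), the p400 rows 1293 and 7 (2981 and 68), and the Hdac6 rows increased 0 (1 at 0.05). In windows of 1000 bp on either side, Tip60 had 562 reduced and 82 increased rows, p400 had 190 increased rows, and Hdac6 had 3 reduced rows. The low number of reads per row limits these counts and every value at a single gene.

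Of 159 alternative values at single genes, 16 reversed, in 11 of 48 results. In the wide window, the downstream Tip60 change was −29.0% at *Rpl27a*, −34.6% at *Atp5g1* and 191% at *Gpsm2*, and the p400 change 1.25% at *Sfrp5*, −6.02% at *Gstm3*, −3.39% at *Snai1* and −20.5% at *Hdac6*. In the narrow window, the Tip60 change was 7.08% at *Kat5*, and the p400 change 5.21% at *Speer2* and −6.66% at *Snai1*. With equal totals, the Tip60 change was 0.264% at *Gpsm2* and 9.53% at *Kat5*, and the p400 change 4.17% at *Nefl*, 13.3% at *Dkk1*, 19.9% at *Speer2* and 20.8% at *Sfrp5*. The other windows take in different reads, and equal totals raise the Hdac6 KD values, which is enough to turn changes near 0. The reversal at *Gpsm2* in the wide window is large (exact p = 0.000765) and comes from reads outside the main window. Another 16 values changed but kept their direction.

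Subtraction of the untagged control gave no value for the upstream Tip60 change, the Hdac6 change and asymmetry, and the Hdac6 ratio of top to last p400 group, because an average was then below 0. The replicate block was not run because each condition has 1 sample, so the groups compared share fewer than 2 replicate numbers.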

Differences from the paper's values

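The paper's text places the downstream Tip60 peak at 100 bp from the TSS, and the average profile had its maximum at 260 bp. With the untagged control subtracted, an alternative set before the files arrived, the maximum lay at 140 bp, which is within 1.5 times the paper's value. With 1 row per gene (280 bp), without the rows of highest untagged signal (260 bp), with the trimmed mean (260 bp) and with smoothing (240 bp) the gap stayed.

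The average p400 signal at its peak upon GFP KD was 0.282 ppm, against the paper's about 0.14 ppm in Figure 6E, read by eye. Upon Hdac6 KD it was 0.185 ppm, against about 0.095 ppm in Figure 6E, read by eye. At −2000 bp upon GFP KD it was 0.150 ppm, against about 0.074 ppm in Figure 6E, read by eye. None of the alternatives set before the files arrived closed these gaps.

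The paper's methods give 150 bp as the length of an extended read. Isolated reads covered 299 bp in the Tip60 files upon GFP KD and Hdac6 KD, in the untagged file and in both p400 files, and no alternative bears on this. In the Hdac6 files they covered 148 and 149 bp.

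The paper describes binding of Tip60-p400 as a pair of peaks around the TSS, and the average p400 ChIP-seq profile upon GFP KD had a single maximum at 60 bp. The paper states that Tip60 binding at *Nefl* is strongly reduced downstream of the TSS, and the change there was −28.1%, from 6 to 4 reads (exact p = 0.757). At *Rps9* and *Rpl27a*, which the paper describes as relatively unaffected for Tip60, the p400 signal changed by −54.1% (43 to 24 reads, exact p = 0.00189) and −49.2% (46 to 29 reads, exact p = 0.00497). The paper states that Tip60 KD had no effect on Hdac6 localization, and the average Hdac6 promoter signal rose by 2.47%, for which there is no replicate to compare with.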

Other observations

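The fall of Tip60 signal upon Hdac6 KD followed the GC content of the DNA. In the fifth of rows with the lowest GC content the average promoter signal was 0.126 ppm upon GFP KD and 0.130 ppm upon Hdac6 KD, and in the fifth with the highest it was 0.206 and 0.148 ppm. A GC-content difference between the libraries, such as amplification can leave, was therefore weighed against a loss of Tip60 from promoters. In the 8934 flank windows as rich in GC as the median promoter, the ratio of Hdac6 KD to GFP KD signal was 0.820, against 0.940 in all flank windows and 0.849 in promoters, so that these windows lost 131% of what promoters lost beyond the flanks. Other TSSs near such windows are not the reason: in the 6198 of them with no other TSS within 1000 bp the ratio was 0.831, while Tip60 signal upon GFP KD was 1.02 times the untagged control there. In the 5654 rows whose downstream and upstream windows differ by at most 2 points of GC content, the difference between the downstream and the upstream change was 2.24% of that over all rows. These rows also have little Tip60 signal (0.158 ppm downstream, against 0.146 ppm in the untagged control), so the same test was made in the top 30% of p400 signal, where 509 of 6811 rows have matched windows; the difference there was 33.1% of that of the group (−0.00965 ppm, permutation p = 0.26), which decides for neither side. After the GC correction, 15.7% of the downstream change in the top 10% of p400 signal remained, with a change of −4.67% (95% bootstrap interval −7.09 to −2.18%; permutation p = 0.00029) and an equal −4.66% upstream. In other groups the corrected values rose, by 5.09% downstream in the next 20% (2.98 to 7.30%; permutation p = 1e-05) and by 3.18% upstream in the last 40% (permutation p = 0.00079), so the correction may overshoot, and changes of a few percent after it cannot be read as gains or losses. A difference in GC content between the libraries is a candidate explanation for much of the average Tip60 change in these files and for its larger size downstream of the TSS. GC content and promoter activity go together, and with 1 library per condition neither explanation can be separated from the other, so the change cannot be told apart from a library difference. The correction would also remove part of a true loss if Tip60 bound the GC-rich flank windows.

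A lower ChIP efficiency upon Hdac6 KD over an unchanged background would keep the same share of signal above the flank on both sides of the TSS. The share kept was 31.0% downstream and 65.1% upstream, a ratio of 0.476, outside the range of 0.9 to 1.1 predicted for it. The shares take the flank as background, and the background differs between the windows: the untagged control had 0.150 ppm downstream and 0.1603 ppm upstream. Above the untagged control the change was −98.2% downstream, and the upstream average was −0.00189 ppm upon Hdac6 KD. The untagged control lay above the Hdac6 KD sample in the flanks as well (0.151 against 0.139 ppm). Its subtraction therefore takes too much from that sample and gives no usable shares. After the GC correction the top 10% of p400 signal changed equally on both sides. The test therefore cannot exclude a lower efficiency.

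The fall of p400 signal was also larger in GC-rich promoters. In the fifth of rows with the lowest GC content the average promoter signal was 0.120 ppm upon GFP KD and 0.113 ppm upon Hdac6 KD, and in the fifth with the highest it was 0.322 and 0.180 ppm. The flank windows differed from those of the Tip60 ChIP: in GC-rich ones the ratio of Hdac6 KD to GFP KD p400 signal was 0.937, against 0.687 in promoters, a gap wider than the 0.1 set as the limit. In the few flank windows above 62.5% GC the ratio was low as well (0.760 between 62.5 and 65%), and after the GC correction, which takes this in, the change was −27.2%. A GC-content difference therefore does not account for the whole change, though it may account for part of it in the promoters richest in GC. A lower efficiency of the p400 ChIP would keep the same share of signal everywhere; 21.0% was kept in the top 10% of Tip60 signal and 25.2% in the middle 30%, a ratio of 0.834, outside the range of 0.9 to 1.1 predicted for it. These shares too take the flank as background, with no control for the p400 antibody in the files analysed here, and the gap between them is small, so a lower efficiency is not excluded. A loss of p400 from promoters upon Hdac6 KD is a hypothesis that may explain the change; a difference between cultures could not be tested with single samples.

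If Hdac6 recruits Tip60, genes with more Hdac6 might lose a larger share of their Tip60. The share of downstream Tip60 signal above the flank that was kept upon Hdac6 KD had no order: from the highest to the lowest Hdac6 signal it was 34.1% in the top 10%, 23.1% in the next 20%, 41.1% in the middle 30% and 9.09% in the last 40%. The comparison set beforehand, top 10% over next 20%, gave a ratio of 1.48 where one under 0.9 was predicted, but the top 10% kept less than the middle 30%. The shares also carry the GC dependence of the Tip60 samples, so they decide for neither side.

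The Tip60 and Hdac6 signals correlate across genes, and both correlate with the untagged control, so a shared background of the Flag ChIP was tested. Given the untagged control, the partial Spearman correlation was 0.401, against 0.500 without it, which is more than the limit set beforehand for the background as the main source. In the rank correlation, what the untagged control measures therefore accounted for a smaller part. With a median of 12 reads per row, the control may leave some background uncorrected. Pearson's r fell further, from 0.789 to 0.469 without the 1% of rows with the highest untagged signal. With the control subtracted it was 0.409, but the same control was taken from both signals, so its own noise is shared and can raise this value. Shared target genes may account for what remains, but the test cannot exclude a larger part for the background. Sequence properties that act on tagged samples only were not tested.

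The dip between the upstream and downstream Tip60 peaks may come from the background. The untagged control dips at the TSS, and after its subtraction the ratio of Tip60 signal at −400 bp to that at −160 bp was 0.824 over all rows and 0.889 in the top 10% of p400 signal, against 1.04 and 1.03 in the deposited values. The subtracted profile had 1 maximum within 1000 bp of the TSS, at 120 bp in both cases. The prediction over all rows was written after this result had been seen, that for the top 10% before. Reads of different span were also weighed as the source of the difference in shape between Tip60 and Hdac6. The Hdac6 profile widened to the longer span had 1 local maximum within 1000 bp of the TSS. On a peak this broad, widening acts mainly as smoothing and would hardly split it, so this test cannot exclude the shorter span of a read as the source, and narrowing the Tip60 profile was not tried.

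Hdac6 signal far from the TSS was 0.582 times that of the untagged control. After division by the span of a read the ratio was 1.17, so the shorter span may explain the direction of the difference, but the remaining gap exceeded the 15% set as the limit and the span alone is not enough. In the p400 files the average signal at the peak was 1.95 times the value in Figure 6E in the sample farther from the ratio of the longer to the shorter span, 2.01. A figure drawn from reads given the shorter span is a candidate explanation that remains. For this and the preceding ratio the predictions were written after the values had been seen, so 3 of 17 predictions in all were written afterwards. The later tests of GC content were written before their own results, but after the result in rows with matched windows had been seen.

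Tip60 signal upon GFP KD lay below the untagged control at several genes the paper names as targets, and above it at other genes it names. The promoter signal was 0.318 ppm at *Nodal* against 0.335 ppm in the untagged control, 0.154 against 0.166 ppm at *Nefl*, 0.138 against 0.144 ppm at *Gata4*, 0.208 against 0.311 ppm at *Zfp37* and 0.0992 against 0.112 ppm at *Dkk1*. Among the genes above the control were *Cdkn1a* with 0.494 against 0.221 ppm and *Atp5g1* with 0.470 against 0.272 ppm. *Rpl27a* had 0.388 against 0.188 ppm and *Rps9* 0.436 against 0.288 ppm. Hdac6 signal in the same window was 0.256 ppm at *Nodal*, from reads of shorter span. Of the genes chosen by their change, *Slc7a1* had 1.38 ppm against 0.110 ppm.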
